# Musashi1 Contribution to Glioblastoma Development via Regulation of a Network of DNA Replication, Cell Cycle and Division Genes

**DOI:** 10.3390/cancers13071494

**Published:** 2021-03-24

**Authors:** Mirella Baroni, Caihong Yi, Saket Choudhary, Xiufen Lei, Adam Kosti, Denise Grieshober, Mitzli Velasco, Mei Qiao, Suzanne S. Burns, Patricia R. Araujo, Talia DeLambre, Mi Young Son, Michelina Plateroti, Marco A. R. Ferreira, E. Paul Hasty, Luiz O. F. Penalva

**Keywords:** glioblastoma, Musashi1, cell cycle, DNA replication, cell division, E2F2, E2F8

## Abstract

**Simple Summary:**

Glioblastoma (GBM) is one of the most aggressive tumor types with no effective treatment options. To create new routes for therapy, it is necessary to continue mapping new pathways contributing to gliomagenesis. In this regard, there is growing evidence that RNA binding proteins (RBPs) are major contributors to expression alterations affecting genes in signaling pathways critical to GBM growth and response to therapy. We have established Musashi1 (Msi1) as a main player in GBM and medulloblastoma and as a marker of clinical outcome and response to therapy. Our genomic and functional analyses established that Msi1 directly and indirectly regulates the expression of a network of genes, promoting cell cycle progression and DNA replication. Ultimately, Msi1 impact on this network has important consequences in tumor initiation, growth and response to therapy.

**Abstract:**

RNA-binding proteins (RBPs) function as master regulators of gene expression. Alterations in their levels are often observed in tumors with numerous oncogenic RBPs identified in recent years. Musashi1 (Msi1) is an RBP and stem cell gene that controls the balance between self-renewal and differentiation. High Msi1 levels have been observed in multiple tumors including glioblastoma and are often associated with poor patient outcomes and tumor growth. A comprehensive genomic analysis identified a network of cell cycle/division and DNA replication genes and established these processes as Msi1’s core regulatory functions in glioblastoma. Msi1 controls this gene network via two mechanisms: direct interaction and indirect regulation mediated by the transcription factors E2F2 and E2F8. Moreover, glioblastoma lines with Msi1 knockout (KO) displayed increased sensitivity to cell cycle and DNA replication inhibitors. Our results suggest that a drug combination strategy (Msi1 + cell cycle/DNA replication inhibitors) could be a viable route to treat glioblastoma.

## 1. Introduction

Glioblastoma (GBM) is one of the most aggressive tumor types with no effective treatment options. In The Cancer Genome Atlas (TCGA), hundreds of GBM tumors were analyzed for DNA copy number, DNA methylation, and gene expression [1]. The results of these analyses largely increased our knowledge and helped improve GBM classification. However, therapeutic strategies based on these new findings have not yet become a reality. To map new pathways contributing to GBM development and to potentially create new routes for therapy, we turned our attention to oncogenic RNA binding proteins (RBPs) and their network of targets. Over 1500 RBPs have been cataloged in the human genome [2]. Changes in their levels or functional activity can lead to multiple alterations in RNA processing and expression that can eventually contribute to the acquisition of cancer-relevant phenotypes [3]. RBPs are particularly relevant in the nervous system where splicing and translation regulate critical aspects of neurogenesis, neural function, and nervous system development [4]. Not surprisingly, RBPs have been shown to be important oncogenic factors in medulloblastoma and gliomas [5]. In recent years, several studies have established the feasibility of developing specific inhibitors against RBPs based on the uniqueness of their RNA binding domains. RBP inhibition supposedly could affect multiple oncogenic pathways at once, providing a robust alternative in cancer therapy [6].

We have identified the stem cell RBP Musashi1 (Msi1) as a key contributor to brain tumor (GBM and medulloblastoma) development and as a marker of clinical outcome and response to therapy [2,3,4,7,8,9,10]. Msi1 role as an onco-factor is supported by numerous studies in liver, pancreas, breast, lung, colon, and many other tumors [5,11]. Moreover, Msi1 has been linked to chemoresistance in different tumors [12,13,14,15,16,17]. In GBM, Msi1 overexpression promotes a protective effect in drug-induced cell death, thus facilitating the formation of chemo-resistant stress granules after treatment [16] or through down-regulating pro-apoptotic genes [18]. While in medulloblastoma, Msi1 knockdown increased sensitivity to cyclopamine, an SHH inhibitor [17]. Msi1 positive cells have been shown to be resistant to oxaliplatin and 5-fluorouracil in colon cancer [13]. Msi1 function is also critical to the metastasis process in breast cancer [19] and metastatic samples prevalently display high Msi1 expression [20]. Increased Msi1 expression might also be linked to tumor initiation since its expression is required for the survival of cancer stem cells, maintenance of the stem cell signature, and promotion of oncogenic activation and cell cycle progression [3,9,11,20,21,22].

Msi1 regulates gene expression mainly by binding to specific sequences in the 3′UTR of its target genes (transcripts), causing changes in mRNA stability and translation [5,12]. Functional genomic studies showed that Msi1 regulates a large number of transcripts associated with multiple pathways implicated in tumorigenesis [2,3,4,5,8,9,10,11,20,21,22,23]. To establish Msi1’s main contributions to glioblastoma development, we analyzed U251 and U343 Msi1 knockout (KO) lines and their controls by RNA-seq and conducted then an integrated analysis, using Msi1 expression profiles and other genomic datasets. DNA replication and cell cycle/division were identified as the processes affected by Msi1 the most and biological analyses corroborated Msi1 impact on these processes. Msi1 regulates this network of genes directly and indirectly, having the transcription factors E2F2 and E2F8 as main mediators. Ultimately, Msi1’s impact on this network has important consequences to tumor initiation, growth, and response to therapy. Importantly, glioblastoma cells with Msi1 KO showed increased sensitivity to cell cycle and DNA replication inhibitors. This result opens the possibility of using drug combinations (Msi1 and cell cycle/DNA replication inhibitors) to treat GBM patients.

## 2. Results

### 2.1. Genomic Analyses Define Regulation of DNA Replication and Cell Cycle/Division as Musashi1 Core Functions

Msi1 is known to regulate genes associated with a variety of cellular processes and pathways [5,12]. To determine which ones are affected by Msi1 the most in GBM and define its core contributions to tumorigenesis, we conducted an integrated genomic study. 

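Poly-A RNA was sequenced from U251 and U343 cells, 2 established human glioblastoma cell lines, and from clones derived from each line after transfection with a CRISPR plasmid carrying target sequences in MSI1, the gene that encodes Msi1. In each line there were 3 control libraries and 3 libraries from each of 2 clones, clones 3 and 5 of U251 and clones 1 and 4 of U343. The 3 libraries of a clone repeat that clone, so the p-values of clone against control do not measure the spread between clones. The U343 control libraries are named WT, and the paper's methods describe no control clone. Effects of selection and of single-cell cloning therefore cannot be told apart from effects of the targeting. The authors trimmed the 50 nt single reads with cutadapt, mapped them with STAR to GRCh38 with at most 2 mismatches, kept only uniquely mapping reads and counted them on the genes of GENCODE v25 with featureCounts. The deposited values are those counts for 58037 genes, 1 column per library, without normalization. Between 55004376 and 68698383 reads were counted on genes in the U251 controls (median 56802795), between 60053944 and 68024270 in clone 3 (median 61048927) and between 56998891 and 65121593 in clone 5 (median 59629599). The U343 libraries were shallower, with 26210003 to 47716050 counts in the controls (median 28400012), 24193193 to 26584876 in clone 1 (median 25683930) and 21756522 to 26830448 in clone 4 (median 24466385). All 37 mitochondrial genes were at 0 counts in the U251 libraries, while they held 3.89% to 4.21% of the counts of the U343 libraries. The library protocol is described as unstranded for U251 and as reverse for U343, and the paper's text does not name the strand setting of the counting, so reads from an overlapping gene on the opposite strand may be part of a gene's count. The sample labels also carry a protocol of 24 h without serum followed by 24 h in 20 nM paclitaxel, which the paper gives for its mitotic catastrophe assay and not for RNA-seq, so the treatment of the sequenced cells is not certain. Each line's 9 libraries were fitted together with edgeR's quasi-likelihood model after TMM normalization and a filter on low counts (filterByExpr), which left 19089 genes in U251 and 15397 in U343, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. The biological coefficient of variation between replicates was 11.1% in U251 and 2.30% in U343. Gene positions are those of GRCh38 in GENCODE v44, which holds 98.1% of the gene identifiers. MSI1 (ENSG00000135097) lies on the minus strand of chromosome 12 from 120341330 to 120369164, and the annotated transcript used here to number its exons has 15 of them. The first target sequence in the paper's methods, TGGGGCGCGTCAGTCTCCAT, matches the plus strand from 120369072 to 120369091 in exon 1, and the second, CGAATACTTCGGCCAGTTCG, matches the minus strand from 120368244 to 120368263 in exon 3. MSI1 mRNA was higher in every library labelled Msi1 KO than in the controls of its line. In CPM, counts scaled by the TMM library size, it was 24.4 ± 2.89 (SD, n = 3) in the U251 controls, 128 ± 17.8 in clone 3 and 108 ± 8.1 in clone 5. In U343 it was 65 ± 1.38 in the controls, 119 ± 3.86 in clone 1 and 121 ± 0.27 in clone 4. The log2 fold change against control was 2.39 (standard error 0.12, adjusted p = 8.18e-08) in U251 clone 3 and 2.15 (standard error 0.119, adjusted p = 4e-08) in U251 clone 5 by edgeR's quasi-likelihood test. It was 0.87 (standard error 0.0321, adjusted p = 2.36e-24) in U343 clone 1 and 0.90 (standard error 0.0322, adjusted p = 6.33e-25) in U343 clone 4 by the same test. Counts of reads on a gene do not show whether its transcripts carry a frameshift or make protein, and the clones are therefore called libraries labelled Msi1 KO, with every direction given as labelled clone against control.

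**Figure D1:**
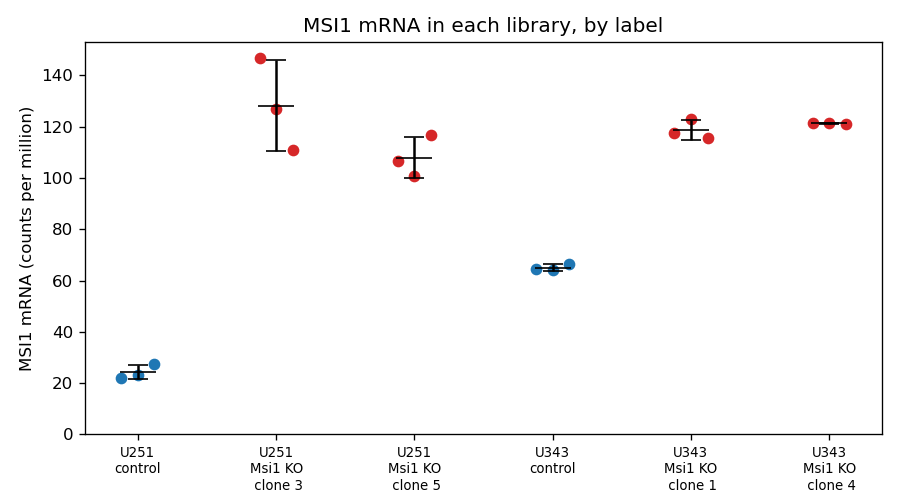
MSI1 mRNA in CPM (vertical axis) in each of the 18 libraries, grouped by label along the horizontal axis, with the group mean and SD as bars. The 6 control libraries lie between 22.1 and 66.5 CPM and the 12 libraries labelled Msi1 KO between 100.6 and 146.6.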

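Against the U251 controls, 2986 genes were lower and 3663 higher in clone 3 and 3149 were lower and 3311 higher in clone 5 at an adjusted p under 0.05. Against the U343 controls, 3060 genes were lower and 2967 higher in clone 1 and 3627 were lower and 3544 higher in clone 4. A minimum absolute log2 fold change of 0.5 was the alternative that lowered 6 of these 8 counts the most, to 558 for the genes lower in U343 clone 1. The higher genes of U251 were fewest at an adjusted p under 0.01, with 2343 in clone 3 and 2224 in clone 5. In U251, 1473 genes were lower and 1970 higher in both clones, and in U343, 2441 were lower and 2328 higher in both. Both clones of a line share their controls, so changes as large as those found, placed on genes of similar expression independently in each clone, were simulated against the same controls 20 times. At most 842 genes were then lower in both clones of U251, 1109 in both clones of U343 and 75 in all 4. The Pearson correlation of the log2 fold changes across genes was 0.54 between the U251 clones against at most 0.52 in 20 simulations of unchanged groups, and 0.80 between the U343 clones against at most 0.46, and genes are not independent replicates. Unchanged groups hold no changes, so their correlation comes from noise in the shared controls. In the simulations with changes placed independently it was at most 0.070 in U251 and 0.047 in U343. Among the 14571 genes tested in both lines, 325 were lower and 368 higher in all 4 clones labelled Msi1 KO. By the overlap of genes called in both clones of each line, 209 lower genes were expected (odds ratio 1.86, 95% confidence interval 1.62 to 2.13, two-sided Fisher's exact test, p = 5.25e-18) and 238 higher genes. The 325 genes include 278 of the 298 lower genes in the paper's Table S3, and all 298 had a negative log2 fold change in each of the 4 clones. Most of these changes were small, and only 18 genes were lower in all 4 clones by at least 0.5 on the log2 scale. Of 43 S phase genes in a published cell cycle list, 21 were among the 325 genes, where 0.959 would be expected (odds ratio 44.6, 95% confidence interval 23.1 to 86.1, adjusted p = 6.85e-23, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests). Of 54 G2/M genes, 17 were among them against 1.2 expected (odds ratio 21.2, 95% confidence interval 11.1 to 39.1, adjusted p = 6.9e-15, same exact test). No S phase or G2/M gene was among the 18 genes that remained with the minimum fold change. Among the 325 genes, the 5 with the largest mean decrease were ZNF542P, PPL, GRHL1, RAP1GAP2 and DAPK2. This ranking took only genes with an average log2 CPM of at least 1 in the fit of each line. PPL (ENSG00000118898, chromosome 16, 4882507 to 4960741) had log2 fold changes of -0.52 and -4.24 in U251 clones 3 and 5 and -0.77 and -0.41 in U343 clones 1 and 4. DAPK2 (ENSG00000035664, chromosome 15, 63907036 to 64072033) had -0.66 and -1.64 in U251 clones 3 and 5 and -1.10 and -0.92 in U343 clones 1 and 4. ZNF542P (ENSG00000240225, chromosome 19, 56373250 to 56377972) is a pseudogene whose exons lie entirely (100%) within another annotated gene of the same name, so its counts are uncertain. It had 0 counts in each of the 3 libraries of U343 clone 4, which against the floor of 3 counts makes it at least 47-fold lower than in the controls.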

Analysis of GBM U251 and U343 Msi1 KO cells and respective controls by RNA-seq identified a common set of ~300 downregulated genes strongly associated with cell cycle/division and DNA replication/repair (Figure 1, Figure 2 and Figure 3, Tables S1–S4). This list includes many Msi1 targets identified by CLIP (Crosslinking and Immuno-precipitation) or RIP (Ribonuclear particle immuno-precipitation) [3,9,23]. On the other hand, we have observed increased expression of two critical cell cycle regulators and Msi1 targets, p21 and p27 [24,25] (Figure 1, Figure 2 and Figure 3, Table S3). 

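Of the 1569 genes in the paper's list of Msi1 CLIP or RIP targets that were tested in both lines, 55 were among the 325 genes lower in all 4 clones labelled Msi1 KO. The number expected was 35 (odds ratio 1.71, 95% confidence interval 1.25 to 2.31, adjusted p = 0.00231, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). Against a background of genes with an average log2 CPM of at least 1 in both lines, 54 of 1500 targets were among the lower genes (odds ratio 1.38, adjusted p = 0.116, same exact test). Among the genes higher in all 4 clones there were 31 targets against 39.6 expected (odds ratio 0.758, adjusted p = 0.277, same exact test).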

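CDKN1A, which encodes p21 (ENSG00000124762, chromosome 6, 36676460 to 36687337), had a log2 fold change of 0.43 (standard error 0.0858, adjusted p = 0.00195) in U251 clone 3 and 0.27 (standard error 0.0859, adjusted p = 0.0271) in U251 clone 5, by edgeR's quasi-likelihood test of each clone labelled Msi1 KO against control. In U343 it had 0.89 (standard error 0.028, adjusted p = 8.59e-27) in clone 1 and 1.35 (standard error 0.0277, adjusted p = 4.1e-33) in clone 4 by the same test. CDKN1B, which encodes p27 (ENSG00000111276, chromosome 12, 12685498 to 12722369), had log2 fold changes of 0.30 (standard error 0.0988, adjusted p = 0.0312) and 0.52 (standard error 0.0989, adjusted p = 0.00126) in U251 clones 3 and 5 by the same test. In U343 clones 1 and 4 its values were 0.19 (standard error 0.0312, adjusted p = 4.5e-06) and 0.18 (standard error 0.0315, adjusted p = 6.99e-06) by the same test.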

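In the paper's list of genes with increased expression in mice overexpressing Msi1, 857 genes matched by symbol were tested in both human lines. Of these, 105 were among the 325 genes lower in all 4 clones labelled Msi1 KO, against 19.1 expected (odds ratio 8.56, 95% confidence interval 6.64 to 11.0, adjusted p = 4.08e-49, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). They made up 32.3% of the lower genes. Another 29 were among the higher genes, against 21.6 expected (odds ratio 1.38, adjusted p = 0.247, same exact test). The mouse libraries themselves were not analysed here.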

Supporting Msi1 impact on the cell cycle/division and DNA replication, we observed that several downregulated genes in Msi1 KO GBM cells linked to these processes showed increased expression in a murine transgenic line with Msi1 overexpression (OE) [21] (Figure 1B, Table S5). Moreover, these two gene sets show remarkable similarity in GO-enriched terms, especially concerning DNA replication and cell cycle/division (Figure 1A, Table S5). To determine if Msi1 could trigger the expression of cell cycle/division and DNA replication in neuronal cells, we transduced murine astrocytes with control and lentiviruses expressing Msi1. Astrocytes express very low levels of Msi1; in a qRT-PCR analysis, Msi1 could not be detected in the empty vector control group, while the Ct value reached 28 in astrocytes transduced with Msi1 expressing lentiviruses. The increased Msi1 levels obtained via lentiviral transfection induced the expression of cell cycle/division and DNA replication genes (Figure 1D). This result suggests that by turning on Msi1 expression in astrocytes, we could trigger cells to re-enter the cell cycle. Since Msi1 has been implicated in regulating cancer stem cells [5,12,26], we also investigated its impact on glioma stem cells (GSCs). Msi1 knockdown decreased the proliferation of GSCs 19NS and 84NS and also decreased the expression of cell cycle and DNA replication genes (Figure S1).

Analysis to identify associations between cell cycle/division genes affected by Msi1 KO in both GBM lines revealed a highly interconnected network (Figure 2A). 

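The direction of whole gene lists was tested with camera, with a preset correlation between genes of 0.01, over 14 lists and 6 comparisons. The 43 S phase genes had a median log2 fold change of -0.56 in U251 clone 3, -0.33 in U251 clone 5, -0.17 in U343 clone 1 and -0.27 in U343 clone 4 (adjusted p = 6.41e-18, 3.84e-08, 4.56e-11 and 2.53e-16, camera with Benjamini-Hochberg adjustment over 84 tests). Of these genes, 39, 26, 32 and 41 were lower in the 4 clones labelled Msi1 KO, in the same order, at an adjusted p under 0.05 over all genes tested, and 39, 26, 35 and 42 when adjusted over the list alone. The 54 G2/M genes had medians of -0.49, -0.24, -0.22 and -0.28 (adjusted p = 5.38e-16, 0.000262, 5.24e-17 and 5.57e-18, same test), with 44, 22, 50 and 51 genes lower over all genes tested and 47, 24, 50 and 51 when adjusted over the list alone. Of the 84 tests, 37 passed the threshold, and all 37 also did in the rotation test fry. With the correlation between genes estimated from the data, 3 of them passed, among them the S phase genes in U343 clone 4 (adjusted p = 0.0335, camera).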

To put the results into perspective, we mapped genes affected by Msi1 KO as well as previously identified Msi1 targets [3,9,23] to the KEGG cell cycle pathway (Figure 2B and Figure 3A). This analysis also established new regulatory functions for Msi1 by showing that several genes that form the centromeric complex (Figure 3B), as well as genes participating in different stages of DNA replication, are altered in Msi1 KO cells (Figure 3C).

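The boxes of the KEGG cell cycle diagram in Fig. 2B stand for 121 genes, of which 113 were tested in both lines. Of these, 23 were among the 325 genes lower in all 4 clones labelled Msi1 KO, against 2.52 expected (odds ratio 12.0, 95% confidence interval 7.12 to 19.4, adjusted p = 3.14e-15, two-sided Fisher's exact test with Benjamini-Hochberg adjustment), and 3 were among the higher genes, against 2.85 expected. Of the 15 genes drawn in Fig. 3A, 14 passed the filter on low counts, 8 were lower in all 4 clones and 2 were higher. At an adjusted p under 0.05 over all genes tested, 9 of the 14 were lower in each clone, and when adjusted over the list alone, 10 were lower in each U251 clone and 9 in each U343 clone. The figure was drawn from these samples, so the second count is not independent evidence. CCNA2 (ENSG00000145386, chromosome 4, 121816444 to 121823883) had log2 fold changes of -0.81 and -0.42 in U251 clones 3 and 5 and -0.30 and -0.38 in U343 clones 1 and 4 (adjusted p of 0.00307 or less, edgeR's quasi-likelihood test). CDK1 (ENSG00000170312, chromosome 10, 60778331 to 60794852) had -0.69 and -0.33 in U251 clones 3 and 5 and -0.27 and -0.40 in U343 clones 1 and 4 (adjusted p of 0.0372 or less, same test). CCND1 (ENSG00000110092, chromosome 11, 69641156 to 69654474) changed in opposite directions, with log2 fold changes of -0.68 and -0.91 in U251 clones 3 and 5 and 0.23 and 0.36 in U343 clones 1 and 4 (adjusted p of 2.41e-05 or less, same test). The difference between the lines in its change was -1.09 on the log2 scale (standard error 0.0645, adjusted p = 3.54e-11, interaction term in edgeR). Here and below this term compares the mean of the clones of each line and takes its error from replicate libraries. The spread between clones is not part of that error.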

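The centromere panel of Fig. 3B shows 16 genes, of which it marks 12 as lower. All 12 had a negative log2 fold change in each of the 4 clones labelled Msi1 KO, with medians of -0.55 and -0.38 in U251 clones 3 and 5 and -0.23 and -0.32 in U343 clones 1 and 4. At an adjusted p under 0.05 over all genes tested, 12, 10, 12 and 12 of them were lower (12, 11, 12 and 12 when adjusted over the list alone, which is not independent evidence because the panel was chosen on these samples), and 10 were lower in all 4 clones. CENPP (ENSG00000188312, chromosome 9, 92325953 to 92620529) and BUB1 were the 2 that were not past the threshold in U251 clone 5, and the log2 fold change of CENPP there was -0.18 (standard error 0.116, adjusted p = 0.263). Other genes on the opposite strand overlap 43.2% of the exon bases of CENPP, so its count in the unstranded U251 libraries is uncertain. All 14 replication genes of Fig. 3C had a negative log2 fold change in each clone, with medians of -0.58, -0.39, -0.17 and -0.29 in the same order. Over all genes tested, 13, 14, 14 and 14 of them were lower (14 in each clone when adjusted over the list alone), and 13 were lower in all 4 clones. SKA3 (ENSG00000165480, chromosome 13, 21153595 to 21176552), in the centromere panel, had log2 fold changes of -1.04 and -0.36 in U251 clones 3 and 5 and -0.26 and -0.41 in U343 clones 1 and 4 (adjusted p of 0.00672 or less, edgeR's quasi-likelihood test). POLA1 (ENSG00000101868, chromosome X, 24693873 to 24996986), in the replication panel, had -0.70 and -0.31 in U251 clones 3 and 5 and -0.14 and -0.31 in U343 clones 1 and 4 (adjusted p of 0.00931 or less, same test). From the genes of both panels that are altered in Msi1 KO cells, the paper states that Msi1 has regulatory functions in the centromeric complex and in the stages of DNA replication.

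**Figure D2:**
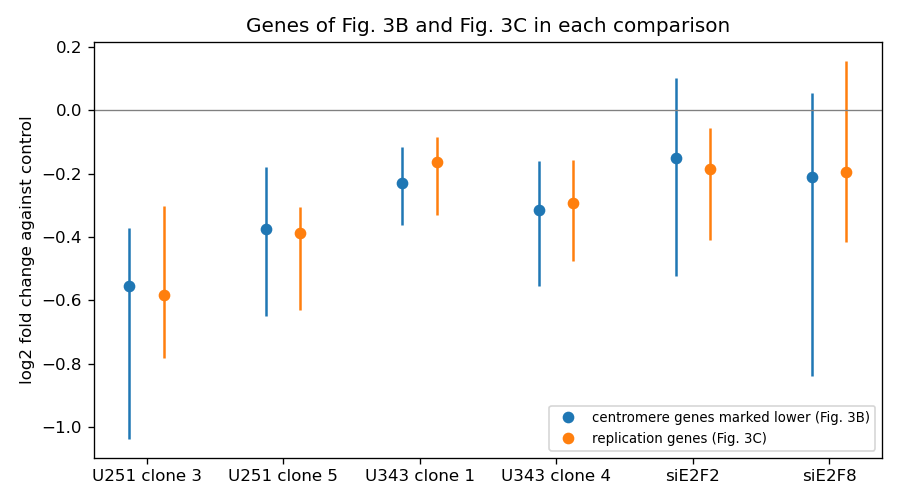
Log2 fold change against control (vertical axis) of the 12 centromere genes that Fig. 3B marks as lower and of the 14 replication genes of Fig. 3C, in 6 comparisons along the horizontal axis, the 4 clones labelled Msi1 KO and the E2F2 and E2F8 knockdowns. Points are medians over genes and lines run from the lowest to the highest gene. All genes of both sets lie below 0 in the 4 clones, and some lie above 0 after a knockdown.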

To link changes in gene expression triggered by Msi1 KO to phenotypes, we conducted assays to measure alterations in the cell cycle, cell division, and DNA replication of glioblastoma cells. To evaluate Msi1’s impact on DNA replication, DNA fiber analysis was used to quantify stalled replication forks in response to a mild dose of hydroxyurea (HU) [29] and replication speed. U251 and U343 Msi1 KO cells and respective controls were pulse-labeled with ldU (green), followed by HU. After HU removal, cells were pulse-labeled with CIdU (red) [30]. Fibers labeled with only ldU (green) were counted as stalled RFs. HU inhibits ribonucleotide reductase [31] and impairs the restart of replication forks [32]. This dose of HU does not cause breaks [32,33] and has a mild effect on replication fork restart and origin firing in control cells. We found that Msi1 KO cells show significantly more stalled forks than controls; similarly, replication fork speed was compromised (Figure 4A,B).

We determined by flow cytometry changes in cell cycle distribution taking place in Msi1 KO U251 and U343 cells in relation to respective controls. In agreement with our previous observations [3,9,21,23], we detected a decrease in the number of cells in the S phase and a concomitant increase in G1 (Figure 4C). In fact, several Msi1 targets in the cell cycle are important players in G1: CDK2, CDK6, CCNA1, CCNE2, p21, and p27 (Figure 3). 

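CDK2 (ENSG00000123374, chromosome 12, 55966781 to 55972789) had a log2 fold change of -0.46 (standard error 0.0789, adjusted p = 0.000697) in U251 clone 3 and -0.63 (standard error 0.0791, adjusted p = 4.82e-05) in U251 clone 5, by edgeR's quasi-likelihood test of each clone labelled Msi1 KO against control. In U343 clones 1 and 4 it had -0.15 (standard error 0.0263, adjusted p = 7.57e-06) and -0.27 (standard error 0.0266, adjusted p = 2.9e-11) by the same test. CCNE2 (ENSG00000175305, chromosome 8, 94879770 to 94896678) had log2 fold changes of -1.02 and -0.60 in U251 clones 3 and 5 and -0.37 and -0.61 in U343 clones 1 and 4 (standard errors 0.0419 to 0.107, adjusted p of 0.000716 or less, same test). Genes on the opposite strand overlap 37.1% of its exon bases. CCNA1 (ENSG00000133101, chromosome 13, 36431520 to 36442870) had -0.69 and -1.40 in U251 clones 3 and 5 (adjusted p of 0.000546 or less, same test). In U343 its level was low, at 1.3 ± 0.242 CPM in the controls, and it had 1, 0 and 1 counts in the libraries of clone 4, which makes it at least 10.45-fold lower than in the controls against the floor of 3 counts. CDK6 (ENSG00000105810, chromosome 7, 92604921 to 92836573) was not detectably changed in U251, with log2 fold changes of -0.10 (standard error 0.146, adjusted p = 0.648) in clone 3 and -0.094 (standard error 0.146, adjusted p = 0.666) in clone 5 by the same test. Its value in clone 3 ranged from -0.33 to 0.0091 across the fits that each left out 1 library, the lowest without replicate 3 and the highest without replicate 1 of that clone. In U343 CDK6 was higher, with 0.51 (standard error 0.0321, adjusted p = 9.06e-17) in clone 1 and 0.56 (standard error 0.0322, adjusted p = 4.65e-18) in clone 4 by the same test.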

To evaluate Msi1 participation in cell division, U251 and U343 Msi1 KO cells and respective controls were exposed to 20nM of Paclitaxel for 24 h and later stained with α-tubulin and DAPI. In both cases, Msi1 KO cells showed an increased number or polynucleated cells, reflecting mitotic catastrophe (Figure 4D,E). Interestingly, we have recently described an antagonistic model between Msi1 and miR-137 [4]. 

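Of the 1128 genes in the paper's list of miR-137 targets that were tested in both lines, 51 were among the 325 genes lower in all 4 clones labelled Msi1 KO, against 25.2 expected (odds ratio 2.28, 95% confidence interval 1.64 to 3.1, adjusted p = 6.69e-06, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). They made up 15.7% of the lower genes. Among the higher genes there were 38 targets, against 28.5 expected (odds ratio 1.39, adjusted p = 0.189, same exact test). As a whole list, the 1215 targets tested in U251 had a median log2 fold change of -0.0034 in clone 3 and -0.047 in clone 5, and the 1157 tested in U343 had -0.027 in clone 1 and -0.034 in clone 4 (adjusted p of 0.327 or more, camera).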

A comparison between the set of genes downregulated in Msi1 KO cells and miR-137 targets showed that a large number of cell cycle/division genes affected by Msi1 are also regulated by miR-137 (Table S3).

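Of the 368 genes higher in all 4 clones labelled Msi1 KO, 281 were among the 294 higher genes of the paper's Table S3 that matched a gene identifier. The 5 genes with the largest mean increase were NUPR1, HEPH, ACKR3, IGFBP5 and SSC5D. They were taken from genes with an average log2 CPM of at least 1 in the fit of each line. IGFBP5 (ENSG00000115461, chromosome 2, 216672105 to 216695549) had log2 fold changes of 2.70 and 1.97 in U251 clones 3 and 5 and 1.32 and 1.27 in U343 clones 1 and 4 (adjusted p of 7.15e-07 or less, edgeR's quasi-likelihood test). SSC5D (ENSG00000179954, chromosome 19, 55488404 to 55519099) had 1.64 and 2.41 in U251 clones 3 and 5 and 1.40 and 1.77 in U343 clones 1 and 4 (adjusted p of 0.000353 or less, same test). HEPH (ENSG00000089472, chromosome X, 66162671 to 66268867) had 2.31 and 4.89 in U251 clones 3 and 5 and 0.49 and 0.74 in U343 clones 1 and 4. Averaged over clones its change was larger in U251 than in U343 (difference 2.98, standard error 0.122, adjusted p = 1.49e-13, interaction term in edgeR). Short lists of marker genes were also tested, and none of the 6 neuronal, 6 astrocyte, 5 oligodendrocyte or 9 neural stem cell markers tested in both lines was among the 368 genes, where 0.152, 0.152, 0.126 and 0.227 would be expected. At an unadjusted p under 0.05 in each clone, 1 neuronal marker and 0 markers of the other lists were higher in all 4. The lists are short, and a share of up to 32.9-fold the odds of other genes lies within the 95% confidence interval for the neuronal markers. The 11 neuronal markers tested in U251 had a median log2 fold change of 0.67 in clone 3 and -0.18 in clone 5, and the 6 tested in U343 had 0.096 in clone 1 and -0.025 in clone 4 (adjusted p = 0.236, 0.382, 0.741 and 0.843, camera). The rotation test fry called the neuronal markers higher in U251 clone 3 (adjusted p = 4.9e-05) and lower in U251 clone 5 (adjusted p = 0.000105). In U343 clones 1 and 4 they were not past the threshold by fry (adjusted p = 0.0685 and 0.818). The 7 astrocyte markers tested in U343 were lower, with medians of -0.54 and -0.61 in clones 1 and 4 (adjusted p = 0.00582 and 0.000618, camera). Of 24 p53 target genes, 5 were among the 368 genes, against 0.606 expected (odds ratio 10.3, 95% confidence interval 2.98 to 28.7, adjusted p = 0.00104, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests). Their median log2 fold change was 0.35 in U343 clone 1 and 0.51 in U343 clone 4, with 21 and 23 of 24 genes higher (22 and 23 when adjusted over the list alone, adjusted p = 4.43e-13 and 6.95e-14, camera). Over 25 genes it was 0.15 and -0.0087 in U251 clones 3 and 5 (adjusted p = 0.0841 and 0.653, same test), where fry called the list higher in both (adjusted p = 1.3e-05 and 0.0016).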

Genes upregulated in Msi1 KO cells are strongly associated with cell differentiation and development (Figure S2, Table S4). This result is in agreement with Msi1 role in maintaining the stem cell state and preventing neuronal differentiation [4,34,35,36].

### 2.2. Glioblastoma Msi1 KO Cells Are More Sensitive to DNA Replication and Cell Cycle Inhibitors

In cases of highly aggressive tumor types like GBM, drug combinations are often the most effective strategy. Msi1 inhibition has been proposed as a treatment option against different malignancies and we and others have developed inhibitors against Msi1 [7,37,38,39,40]. We tested if Msi1 KO lines show increased sensitivity to cell cycle/DNA replication inhibitors in respect to controls. U251 and U343 Msi1 KO and control lines were treated with increasing concentrations of six different inhibitors (MLN8237, AURKA inhibitor; Flavopiridol, CDK inhibitor; Olaparib, PARP inhibitor; CFI-400945, PLK4 inhibitor; Camptothecin, Topoisomerase inhibitor; and Triapin, RRM2 inhibitor) and their impact on cell proliferation was assessed using the Incucyte system. In each case, control and Msi1 KO lines were normalized against respective DMSO-treated cells. This allowed us to directly compare control and Msi1 KO lines at each concentration. Overall, results indicated that Msi1 KO conferred cell sensitivity to cell cycle and DNA replication inhibitors (Figure 5). We evaluated results from a different perspective and calculated the synergy between “Msi1 KO” and cell cycle and DNA replication inhibitors using the statistical response additivity approach [40]. In each experiment, we indicate the drug concentration in which we observed the most significant interaction (Figure 5). Our data support the idea of concomitant Msi1 and DNA replication/cell cycle inhibition as a potential therapeutic strategy to treat GBM. In this respect, we have previously observed synergistic effects when Msi1 inhibitor Luteolin was combined with radiation or Olaparib to treat glioblastoma cells [7]. We expanded this analysis and determined the value of combining Camptothecin and Luteolin to treat glioblastoma cells. We used a single dose of Luteolin and increasing concentrations of Camptothecin and measured the impact on U251 cell proliferation. Results suggest synergism between these two drugs (Figure S3).

### 2.3. E2F2 and E2F8 are Mediators of Msi1 Impact on DNA Replication and Cell Cycle/Division

We checked downregulated genes in Msi1 KO cells to determine which ones were previously identified as Msi1 targets by CLIP and RIP [3,9,23]. Most of these genes do not display Msi1 binding sites in their transcripts and therefore, we conclude that they are very likely indirectly regulated by Msi1. 

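The 55 CLIP or RIP targets made up 16.9% of the 325 genes lower in all 4 clones labelled Msi1 KO. The 1820 names in the paper's list of targets gave 1701 genes, so a target whose name was not matched would be missed. As a whole, the 1640 targets tested in U251 had a median log2 fold change of -0.048 in clone 3 and -0.069 in clone 5 (adjusted p = 0.143 and 0.339, camera with Benjamini-Hochberg adjustment). The 1574 targets tested in U343 had medians of -0.036 in clone 1 and -0.043 in clone 4 (adjusted p = 0.0283 and 0.0297, same test, and 0.456 in each with the correlation estimated from the data). At an adjusted p under 0.05 over all genes tested, 328 targets were lower and 262 higher in U251 clone 3. The numbers were 342 and 277 in U251 clone 5, 545 and 312 in U343 clone 1, and 605 and 351 in U343 clone 4.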

To identify Msi1 mediators, meaning regulators that ultimately drive the expression of these genes, we ran GSEA (gene set enrichment analysis) using Enrichr [42] and MsigDB [43]. Both analyses identified matches with the E2F family of transcription factors. Among members of this family, E2F2 and E2F8 emerged as the strongest candidates. 

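All 8 E2F genes were tested, and 2 of them, E2F2 and E2F8, were lower in all 4 clones labelled Msi1 KO (0.178 expected, odds ratio 14.7, 95% confidence interval 1.44 to 82.4, adjusted p = 0.0356, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 28 tests). With a background of genes with an average log2 CPM of at least 1 the adjusted p was 0.0593. E2F1 (ENSG00000101412, chromosome 20, 33675477 to 33686385) was lower in U343, with log2 fold changes of -0.40 and -0.59 in clones 1 and 4 (adjusted p of 6.45e-14 or less, edgeR's quasi-likelihood test). E2F1 was not detectably lower in U251, with -0.19 and -0.11 in clones 3 and 5 (adjusted p = 0.169 and 0.427, same test). The difference between the lines for E2F1, averaged over clones, was 0.35 (standard error 0.0996, adjusted p = 0.0118, interaction term in edgeR). E2F7 (ENSG00000165891, chromosome 12, 77021248 to 77065569) had -0.17 and -0.39 in U251 clones 3 and 5 and -0.23 and -0.30 in U343 clones 1 and 4, past the threshold in all but U251 clone 3 (adjusted p = 0.208, edgeR's quasi-likelihood test). E2F3 and E2F5 were not past the threshold in any of the 4 clones, E2F4 was in U251 clone 3 (adjusted p = 0.024, same test) and E2F6 in U251 clone 5 (adjusted p = 0.0174, same test).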

E2F2 and E2F8 displayed reduced expression in U251 and U343 Msi1 KO lines while their expression levels increased in Msi1 OE mouse tissue [21,44,45] (Figure 1B,C, Tables S3 and S5). 

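E2F2 (ENSG00000007968, chromosome 1, 23506438 to 23531233) was at 44.8 ± 1.05 CPM (SD, n = 3) in the U251 controls, 28.4 ± 4.34 in clone 3 and 24.4 ± 0.497 in clone 5, labelled Msi1 KO. The log2 fold changes were -0.66 (standard error 0.105, adjusted p = 0.000411) and -0.88 (standard error 0.106, adjusted p = 3.29e-05) by edgeR's quasi-likelihood test. In U343 it was at 25.2 ± 0.639 in the controls, 22 ± 1.25 in clone 1 and 18.9 ± 0.407 in clone 4, with log2 fold changes of -0.20 (standard error 0.053, adjusted p = 0.00276) and -0.42 (standard error 0.0552, adjusted p = 2.72e-08) by the same test. E2F8 (ENSG00000129173, chromosome 11, 19224063 to 19241620) was at 27 ± 2.1 in the U251 controls, 13.9 ± 0.615 in clone 3 and 15.9 ± 2.04 in clone 5. Its log2 fold changes there were -0.95 (standard error 0.107, adjusted p = 3.01e-05) and -0.77 (standard error 0.107, adjusted p = 0.00012) by the same test. In U343 E2F8 was at 42.8 ± 1.45 in the controls, 35.6 ± 0.727 in clone 1 and 30.1 ± 1.48 in clone 4, with -0.26 (standard error 0.0439, adjusted p = 4.67e-06) and -0.50 (standard error 0.0457, adjusted p = 3.21e-12) by the same test. Averaged over clones, both decreases were larger in U251 than in U343, by -0.46 for E2F2 (adjusted p = 0.003) and -0.47 for E2F8 (adjusted p = 0.00152) on the log2 scale, by the interaction term in edgeR. That test leaves out the spread between clones.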

The impact of Msi1 on the expression of E2F2 and E2F8 was corroborated via Msi1 knockdown in U251 and U343 cells (Figure 6A). Moreover, Msi1, E2F2, and E2F8 show high expression correlation in GBM samples from the TCGA (Figure 6B). A high expression correlation was also observed between E2F2/8 and a large number of genes downregulated in Msi1 KO cells (Figure 6C, Table S6).

E2F2 and E2F8 have been implicated in GBM development, cell cycle and DNA replication [46,47,48,49,50] and were identified as hits in a Temozolomide sensitivity screening [51]. We observed that E2F2 and E2F8 mRNA levels are higher in GBM when compared to normal brain and gliomas grade II and III (Figure 6D,E) and, similarly to Msi1, their expression levels decrease during neuronal differentiation [4].

To further support the role of E2F2 and E2F8 as mediators of Msi1’s impact on cell cycle/division and DNA replication genes, we conducted RNA-seq experiments in U251 control vs. E2F2 or E2F8 knockdown cells. 

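U251 cells were transfected with small interfering RNA against E2F2 or E2F8 or with control siRNA, and the paper's methods give 72 h from transfection to harvest. There were 3 libraries for each of siControl, siE2F2 and siE2F8, which the sample titles call E2F2 and E2F8 KO. The same processing of the reads is described as for the Msi1 KO libraries, but mitochondrial genes held 3.25% to 4.08% of the counts here and 0 in the U251 Msi1 KO and control libraries, so the counts may not have been made alike. The library protocol is described as reverse, and the deposited values are counts without normalization. Between 37165155 and 38666787 reads were counted on genes in the siControl libraries (median 37509459), between 39745580 and 43094201 in siE2F2 (median 40988209) and between 35245416 and 42423667 in siE2F8 (median 35585583). The sample labels carry the same protocol of serum starvation and paclitaxel as those of the Msi1 KO libraries. The 9 libraries were fitted together by edgeR over the 16680 genes left by the filter on low counts, with a biological coefficient of variation of 5.14%. E2F2 mRNA was 30.6 ± 0.628 CPM (SD, n = 3) with siControl, 7.76 ± 0.883 with siE2F2 and 18 ± 0.719 with siE2F8. The log2 fold changes were -1.98 (standard error 0.0754, adjusted p = 5.18e-12) and -0.76 (standard error 0.0696, adjusted p = 1.15e-07) by edgeR's quasi-likelihood test. E2F8 mRNA was 27.1 ± 1.52 with siControl, 18 ± 1.07 with siE2F2 and 3.81 ± 0.223 with siE2F8, with log2 fold changes of -0.59 (standard error 0.0667, adjusted p = 2.11e-06) and -2.83 (standard error 0.0816, adjusted p = 8.65e-14) by the same test. Each target was thus lower with both siRNAs, and was lowered more by its own siRNA than by the other. The paper's methods list the E2F siRNAs from Ambion and the control siRNA from Dharmacon, with no further siRNA against either target. Effects of an siRNA other than on its target therefore cannot be told apart from effects of the knockdown. MSI1 had a log2 fold change of -0.19 (adjusted p = 0.0462) with siE2F2 and 0.032 (adjusted p = 0.737) with siE2F8 by the same test.

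**Figure D3:**
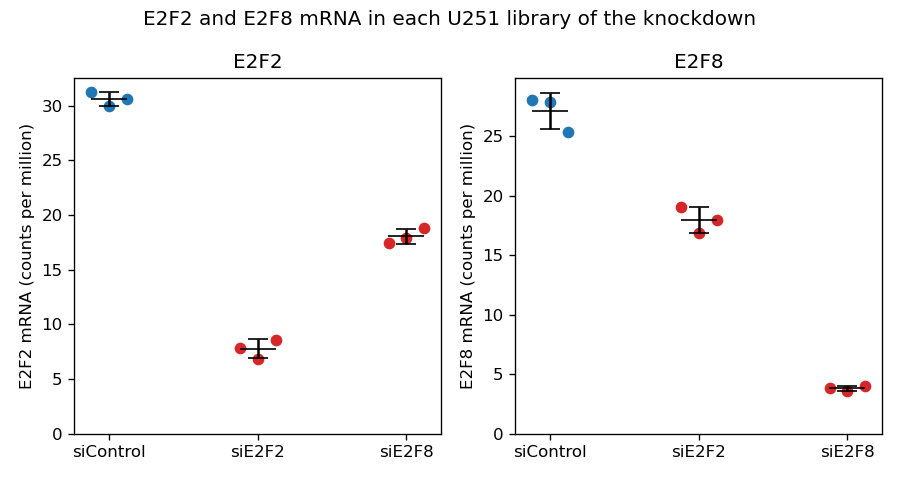
E2F2 mRNA (first panel) and E2F8 mRNA (second panel) in CPM (vertical axes) in each of the 9 libraries, grouped by siRNA along the horizontal axes, with the group mean and SD as bars. E2F2 falls from between 30.0 and 31.3 with siControl to between 6.83 and 8.59 with siE2F2, and E2F8 from between 25.4 and 28.1 to between 3.6 and 4.04 with siE2F8.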

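With siE2F2, 3206 genes were lower and 3379 higher than with siControl at an adjusted p under 0.05, and with siE2F8, 4285 were lower and 4287 higher. Both siRNAs lowered 2036 genes and raised 2159. In 20 simulations of changes as large, placed on genes of similar expression independently for each siRNA, at most 1141 genes were lower with both against the same siControl libraries. The Pearson correlation of the 2 sets of log2 fold changes across genes was 0.63, against at most 0.52 in 20 simulations of unchanged groups. In the simulations with changes placed independently it was at most 0.073. With a minimum absolute log2 fold change of 0.5, which changed these counts the most, 737 genes were lower with both siRNAs. The genes most lowered by both were CCNA1, CEND1, TMOD1, TMEM59L and SLC4A8, and those most raised were DDIT4, CHAC1, NUPR1, CNN2 and BMF. Both rankings took only genes with an average log2 CPM of at least 1. CCNA1 had a log2 fold change of -3.04 (standard error 0.0923, adjusted p = 7.54e-13) with siE2F2 and -2.79 (standard error 0.0915, adjusted p = 3.98e-13) with siE2F8 by edgeR's quasi-likelihood test. DDIT4 (ENSG00000168209, chromosome 10, 72273919 to 72276036) had 2.42 (standard error 0.0544, adjusted p = 1.49e-14) and 3.77 (standard error 0.0566, adjusted p = 4.21e-17) by the same test. The 298 lower genes of the paper's Table S3 come from other libraries than these. Of them, 137 were lower with siE2F2 (46% against 19.2% of all genes tested, odds ratio 3.69, 95% confidence interval 2.91 to 4.68, adjusted p = 1.64e-25, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). With the same siRNA 44 were higher (odds ratio 0.678, adjusted p = 0.0163, same exact test). With siE2F8, 116 were lower (38.9% against 25.7% of all genes tested, odds ratio 1.87, 95% confidence interval 1.46 to 2.38, adjusted p = 8.59e-07, same exact test) and 54 were higher (odds ratio 0.635, adjusted p = 0.00274, same exact test). The median log2 fold change of the 298 genes was -0.13 with siE2F2 and -0.082 with siE2F8 (adjusted p = 2.73e-06 and 0.0158, camera, both past the threshold under fry and neither with an estimated correlation). Without a filter on low counts the odds ratios of the higher genes were above 1, at 1.41 with siE2F2 and 1.42 with siE2F8. All 12 genes that Fig. 6F measures by qRT-PCR were lower with each siRNA at an adjusted p under 0.05 over all genes tested, and also when adjusted over the list alone, with medians of -0.33 and -0.41 (the study chose them on these samples, so this is not independent evidence).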

The results were then compared to the ones obtained in the U251 Msi1 KO vs. control study. Changes in the expression of a relevant set of genes altered upon Msi1, E2F2 and E2F8 KO/KD were validated by qRT-PCR (Figure 6F). Gene ontology analysis of the 605 genes downregulated both in U251 Msi1 KO and E2F2 and/or E2F8 knockdown cells shows cell cycle, DNA replication, and cell division as top enriched terms (Table S7). 

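Of the 16322 genes tested in both experiments, 1432 were lower in both U251 clones labelled Msi1 KO, and 720 of these were lower with siE2F2 or siE2F8 (50.3% against 31.5% of the other genes, 474 expected, odds ratio 2.2, 95% confidence interval 1.97 to 2.46, two-sided Fisher's exact test, p = 6.83e-45). The remaining 712 were lower with neither siRNA. Of the paper's 605 genes, 564 were among the 720. In 20 simulations of changes placed on genes independently in each comparison, against the same controls, at most 381 genes were lower in this way. Requiring both siRNAs in place of either gave 339 genes. Of the 43 S phase genes, 23 were among the 720, against 1.9 expected (odds ratio 25.7, 95% confidence interval 13.4 to 49.6, two-sided Fisher's exact test, p = 1.98e-20). Of the 54 G2/M genes, 17 were among the 720, against 2.38 expected (odds ratio 10.2, 95% confidence interval 5.34 to 18.6, p = 7.67e-11, same exact test). The S phase genes had a median log2 fold change of -0.19 with siE2F2 and -0.23 with siE2F8 (adjusted p = 3.17e-06 and 4.38e-05, camera), with 28 of 43 lower with each siRNA over all genes tested, and 31 and 29 when adjusted over the list alone. The G2/M genes had medians of -0.13 and -0.16 (adjusted p = 0.00276 for both, same test), with 27 and 32 of 54 lower. None of these 4 tests passed the threshold with the correlation between genes estimated from the data (adjusted p of 0.551 or more, camera). AURKA (ENSG00000087586, chromosome 20, 56369389 to 56392337) had log2 fold changes of -0.31 (standard error 0.0463, adjusted p = 5.19e-05) with siE2F2 and -0.23 (standard error 0.0463, adjusted p = 0.000565) with siE2F8, by edgeR's quasi-likelihood test. BRCA1 (ENSG00000012048, chromosome 17, 43044295 to 43170245) had -0.54 (standard error 0.0445, adjusted p = 6.04e-08) and -0.44 (standard error 0.0445, adjusted p = 3.85e-07) by the same test. The paper states that it made this comparison to add evidence for E2F2 and E2F8 as mediators of the impact of Msi1 on these genes.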

Next, to find direct evidence of regulation, we searched the ENCODE ChIP-seq database. We found datasets for E2F8 and looked for evidence of E2F8 binding to genes down-regulated after its knockdown in U251 cells. 

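The paper's Table S8 lists genes bound by E2F8 in ENCODE ChIP-seq of K562, MCF-7 and GM12878 cells, established lines that are not glioblastoma, and 1885 of the bound genes were tested in the E2F knockdown libraries. After siE2F8, 446 of them were lower and 551 were higher. Of the 810 genes bound in K562, 167 were lower (20.6% against 25.7% of all genes tested, odds ratio 0.741, 95% confidence interval 0.619 to 0.884, adjusted p = 0.00184, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 12 tests). Another 267 were higher (33% against 25.7%, odds ratio 1.45, 95% confidence interval 1.24 to 1.69, adjusted p = 1.48e-05, same exact test). Of the 786 genes bound in MCF-7, 222 were lower (odds ratio 1.15, adjusted p = 0.142, same exact test) and 198 higher (odds ratio 0.972, adjusted p = 0.84, same exact test). Of the 1001 genes bound in GM12878, 227 were lower (odds ratio 0.84, adjusted p = 0.0431, same exact test) and 293 higher (odds ratio 1.21, adjusted p = 0.018, same exact test). These odds ratios depended on the filter on low counts, which sets the genes that bound genes are compared with. Without it the odds ratio of the lower genes was 1.4 for K562, 2.15 for MCF-7 and 1.61 for GM12878, and that of the higher genes was 2.64, 1.91 and 2.22.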

The 305 genes identified show a dramatic enrichment for processes linked to DNA replication and cell cycle regulation (Table S8). 

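All 305 genes that the paper lists as bound and lower were lower with siE2F8 here, among the 446 that were bound in at least 1 of the 3 lines and lower. With DESeq2's Wald test the number of bound and lower genes was 412, and with at least 10 counts required in every library it was 479. TOP2A (ENSG00000131747, chromosome 17, 40388525 to 40417896) had a log2 fold change of -0.24 (standard error 0.0461, adjusted p = 0.000357) and CHEK1 (ENSG00000149554, chromosome 11, 125625163 to 125676255) of -0.35 (standard error 0.0524, adjusted p = 3.04e-05) with siE2F8, by edgeR's quasi-likelihood test.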

Finally, single-cell analysis of glioblastoma tumors identified a cell cluster showing increased expression of cell cycle-related genes including E2F8 and several genes downregulated in U251/U343Msi1 KO cells [52] (Table S8).

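Of the 336 genes that the paper's Table S8 lists for the single-cell cluster, 333 were tested in both lines, and 116 were among the 325 genes lower in all 4 clones labelled Msi1 KO. The number expected was 7.43 (odds ratio 35.8, 95% confidence interval 27.3 to 47, adjusted p = 4.23e-110, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). The cluster's genes made up 35.7% of the lower genes, and 0 of them were among the 368 higher genes, against 8.41 expected (adjusted p = 0.00104, same exact test), with 0 also at an unadjusted p under 0.05 in each clone. Their median log2 fold change was -0.48 in U251 clone 3, -0.26 in clone 5, -0.18 in U343 clone 1 and -0.28 in clone 4 (adjusted p of 3e-11 or less, camera). With siE2F2 the median was -0.12 (adjusted p = 4.38e-05, same test), and with siE2F8 it was -0.071 (adjusted p = 0.105, same test).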

Although E2F2 and E2F8 appear to function as Msi1 main mediators in cell cycle/division and DNA replication, previous CLIP and RIP analyses [3,9,23] did not identify these two genes as direct Msi1 targets. Based on what is known regarding the regulation of E2F transcription factors [50], we decided to test if the previously identified Msi1 direct targets CDK6, CDKN1A/p21, CDKN1B/p27 [3,21,24,53] affect E2F2 and E2F8 levels in glioblastoma cells. Msi1 functions as a repressor of p21 and p27 but as a positive regulator of CDK6 expression (Figure 6G). In glioblastoma Msi1 KO cells, we observed increased p21 and p27 expression (Table S3). 

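CDKN1A mRNA rose from 29.9 ± 2.56 CPM (SD, n = 3) in the U251 controls to 40.3 ± 1.64 in clone 3 and 36.1 ± 0.654 in clone 5, labelled Msi1 KO. In U343 it rose from 136 ± 0.806 to 252 ± 9.54 in clone 1 and 346 ± 6 in clone 4. Averaged over clones this was a larger change than in U251 (difference -0.77 on the log2 scale, standard error 0.0752, adjusted p = 7.63e-08, interaction term in edgeR). CDKN1B mRNA rose from 40.9 ± 4.22 to 50.5 ± 5.13 and 58.8 ± 2.19 in U251 and from 95.5 ± 3.22 to 108 ± 1.76 and 108 ± 1.41 in U343, with no detectable difference between the lines (adjusted p = 0.0563, same test).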

We then performed a double knockdown of p21 and p27 in U251 Msi1 KO cells and observed as predicted, up-regulation of E2F2 and E2F8 (Figure 6H). On the other hand, knockdown of CDK6 in U251 cells reduced the expression of E2F2 and E2F8 (Figure 6H). Therefore, we suggest that activation of E2F2 and E2F8 expression by Msi1 involves blockage of p21 and p27 and activation of CDK6.

## 3. Discussion

### 3.1. Musashi1 Modulates Cell Cycle Progression and DNA Replication in GBM Cells

Regulation of cell cycle progression is crucial for genome integrity maintenance. Cells are particularly sensitive during S phase, when the genome is replicated through a fundamental process that requires spatio-temporal coordination of many replication origins and activation of checkpoint cascades that impose cell-cycle arrest if necessary, thus preventing the propagation of damaged DNA [56]. Expanding on Msi1 function in cell cycle progression [3,26,57,58,59,60,61,62], we showed that Msi1 levels influence the expression of genes implicated in different stages of the cell cycle. 

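CDK2 mRNA was 118 ± 4.35 CPM (SD, n = 3) in the U251 controls, 85.8 ± 5.29 in clone 3 and 76.3 ± 3.62 in clone 5, the clones being those labelled Msi1 KO. It was 214 ± 3.04 in the U343 controls, 193 ± 2.98 in clone 1 and 178 ± 3.23 in clone 4. CCNE2 mRNA was 19.9 ± 2.29, 9.79 ± 0.38 and 13.1 ± 1.07 in the same U251 groups and 48.4 ± 0.929, 37.4 ± 0.672 and 31.7 ± 1.54 in the U343 groups. Averaged over clones, the decrease was larger in U251 than in U343 by -0.33 on the log2 scale for CDK2 (adjusted p = 0.00137) and by -0.32 for CCNE2 (adjusted p = 0.019), by the interaction term in edgeR. That test leaves out the spread between clones. For CCNE2 the decrease in U343 clone 4 was as large as in U251 clone 5. CCNE1 (ENSG00000105173, chromosome 19, 29811991 to 29824312) was not past the threshold in any of the 4 clones, with log2 fold changes of -0.24 and -0.21 in U251 clones 3 and 5 and 0.062 and 0.067 in U343 clones 1 and 4 (adjusted p of 0.12 or more, edgeR's quasi-likelihood test).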

In Msi1 KO glioblastoma cells, we observed that G1-S transition is disrupted, agreeing with an increase in expression of Msi1 targets p21 and p27 and downregulation of CDK2 and CCNE2. p21 and p27 accumulation inhibits the activity of the cyclin complexes and prevents the transition from G1 to S phase. In fact, both CDK2 and CCNE2 are inhibited by p21 and p27. CDK2 plays a crucial role in regulating several events in cell cycle/division including centrosome duplication, G1-S transition, DNA synthesis, and G2 progression [63]. CCNE2 is a G1 cyclin that interacts with CDK2 [63]. CCNE2 activity is regulated in a cell cycle-dependent manner, having its peak activity at the G1/S transition. CCNE2 ectopic expression accelerates G1 in human cells [62]. Both CDK2 and CCNE2 are highly expressed in GBM and linked to poor patient survival [1,64].

Regulation of DNA replication was identified as a new core function of Msi1 in glioblastoma cells. 

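CDC6 (ENSG00000094804, chromosome 17, 40287879 to 40304657) had a log2 fold change of -0.69 (standard error 0.0958, adjusted p = 0.000142) in U251 clone 3 and -0.52 (standard error 0.0956, adjusted p = 0.00104) in U251 clone 5, by edgeR's quasi-likelihood test of each clone labelled Msi1 KO against control. The U343 clones 1 and 4 had -0.25 (standard error 0.0335, adjusted p = 6.48e-08) and -0.29 (standard error 0.0339, adjusted p = 1.64e-09) by the same test. CDC7 (ENSG00000097046, chromosome 1, 91500851 to 91525764) had -0.30 (standard error 0.112, adjusted p = 0.0524) in U251 clone 3, the only 1 of the 4 clones in which it was not past the threshold (same test). Its values were -0.36 (standard error 0.113, adjusted p = 0.024) in U251 clone 5, -0.13 (standard error 0.0329, adjusted p = 0.00183) in U343 clone 1 and -0.29 (standard error 0.0337, adjusted p = 1.47e-09) in U343 clone 4 by the same test. Among the other replication genes, PRIM1 (ENSG00000198056, chromosome 12, 56730438 to 56752374) had log2 fold changes of -0.60 and -0.47 in U251 clones 3 and 5 and -0.24 and -0.38 in U343 clones 1 and 4 (adjusted p of 0.00161 or less, same test). RPA3 (ENSG00000106399, chromosome 7, 7636518 to 7718607) had -0.42 and -0.51 in U251 clones 3 and 5 and -0.33 and -0.47 in U343 clones 1 and 4 (adjusted p of 0.00448 or less, same test).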

Msi1 KO cells showed decreased expression of several genes participating in the different stages of DNA replication, including three direct targets of Msi1 (CDC6, CDC7 and CDK2) [3]. Replication begins at specific positions in chromosomes where a protein complex, five subunits of ORC (origin recognition complex) and CDC6, bind to DNA. CDT1 brings the MCM2-7 helicases to the ORC-CDC6 complex and DNA replication forks are initiated. 

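MCM2 (ENSG00000073111, chromosome 3, 127598410 to 127622436) had log2 fold changes of -0.56 and -0.42 in U251 clones 3 and 5 and -0.10 and -0.21 in U343 clones 1 and 4, the clones labelled Msi1 KO (standard errors 0.0243 to 0.118, adjusted p of 0.015 or less, edgeR's quasi-likelihood test). A gene on the opposite strand overlaps 23.6% of its exon bases. MCM4 (ENSG00000104738, chromosome 8, 47960185 to 47978160) had -0.70 and -0.38 in U251 clones 3 and 5 and -0.11 and -0.26 in U343 clones 1 and 4 (standard errors 0.0238 to 0.0767, adjusted p of 0.00204 or less, same test). CDT1 (ENSG00000167513, chromosome 16, 88803789 to 88809258) had -0.65 and -0.37 in U251 clones 3 and 5 and -0.18 and -0.16 in U343 clones 1 and 4 (standard errors 0.042 to 0.1, adjusted p of 0.012 or less, same test). For each of the 3 genes the decrease averaged over clones was larger in U251, with differences between the lines of -0.34, -0.35 and -0.34 on the log2 scale (adjusted p = 0.0325, 0.000693 and 0.0151, interaction term in edgeR). That test leaves out the spread between clones.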

Msi1 levels influenced the expression of MCM2, MCM4, CDC6 and CDT1 [21]. CDC6 is highly expressed in high-grade gliomas and was significantly associated with decreased patient survival [64,65,66,67]. CDC6 was also identified as part of 20 genes that is consistently expressed in GSC cultures but not expressed in NSC cultures [67]. CDC7 is an evolutionarily conserved serine-threonine kinase that regulates G1/S phase transition and DNA replication [68]. CDC7 expression is high in GBMs, it is required for tumor proliferation, implicated in radio-resistance, invasion and tumor growth [69,70].

We also determined that Msi1 levels modulate the expression of RRM2, a ribonucleotide reductase, required in cell replication and DNA synthesis [66,71,72]. It was recently shown that BRCA1, which is also affected by Msi1 levels, promotes the transcription of RRM2 [56]. 

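RRM2 (ENSG00000171848, chromosome 2, 10120698 to 10211725) was at 404 ± 20.8 CPM (SD, n = 3) in the U251 controls, 235 ± 8.47 in clone 3 and 231 ± 8.04 in clone 5, labelled Msi1 KO. The log2 fold changes there were -0.78 (standard error 0.0743, adjusted p = 8.32e-06) and -0.81 (standard error 0.0744, adjusted p = 3.13e-06) by edgeR's quasi-likelihood test. In U343 it was at 228 ± 1.3 in the controls, 170 ± 6.6 in clone 1 and 142 ± 0.661 in clone 4, with log2 fold changes of -0.42 (standard error 0.0275, adjusted p = 2.07e-16) and -0.68 (standard error 0.0281, adjusted p = 8.15e-23) by the same test.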

Gliomas exhibit pronounced genomic instability and develop a dependence on BRCA1. Both BRCA1 and RRM2 were determined to be negative prognostic factors for glioma patient survival and implicated in tumor development [56,73]. Treatment with Triapine, an RRM2 specific inhibitor, impaired growth of GBM cells and sensitized GBMs to PARP inhibitor Olaparib. Interestingly, we determined that Msi1 KO cells are more sensitive to Triapine and Olaparib and a synergistic effect was observed when we treated glioblastoma cells with Olaparib and Luteolin, a Msi1 inhibitor [7].

### 3.2. Musashi1 Regulates the Expression of Members of the Centromeric Complex

Accurate chromosome segregation in mitosis maintains genome stability. Chromosome segregation depends on the attachment of spindle microtubules to chromosomal centromeres, through kinetochore protein complexes. The kinetochore is represented by the centromeric chromatin-binding inner kinetochore composed of the 16-subunit constitutive centromere-associated network (CCAN) and the microtubule-binding outer kinetochore that contains 10-subunit Knl1–Mis12–Ndc80 (KMN) network, which links the inner kinetochore to microtubules. Deregulation of kinetochore-microtubule attachments has been implicated in driving chromosome instability and cancer evolution [74]. 

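Among the inner kinetochore genes, CENPU (ENSG00000151725, chromosome 4, 184694085 to 184734130) had log2 fold changes of -0.37 and -0.33 in U251 clones 3 and 5 and -0.36 and -0.49 in U343 clones 1 and 4, the clones labelled Msi1 KO (adjusted p of 0.00999 or less, edgeR's quasi-likelihood test). CENPI (ENSG00000102384, chromosome X, 101098188 to 101166126) had -0.57 and -0.40 in U251 clones 3 and 5 and -0.29 and -0.55 in U343 clones 1 and 4 (adjusted p of 0.00518 or less, same test). CENPH and CENPQ, also drawn in Fig. 3B, were not past the threshold in U251 clone 5. Their values there were -0.063 and -0.24 (adjusted p = 0.738 and 0.274, same test), and both were lower in the other clones. Of the 16 genes in Fig. 3B, 15, 10, 15 and 16 were lower in U251 clones 3 and 5 and U343 clones 1 and 4. Among the outer kinetochore genes, SPC24 (ENSG00000161888, chromosome 19, 11131520 to 11155807) had -0.39 and -0.29 in U251 clones 3 and 5 and -0.36 and -0.42 in U343 clones 1 and 4 (adjusted p of 0.0264 or less, same test). ZWINT (ENSG00000122952, chromosome 10, 56357227 to 56361273) had -0.70 and -0.39 in U251 clones 3 and 5 and -0.17 and -0.36 in U343 clones 1 and 4 (adjusted p of 0.00167 or less, same test). ZWILCH (ENSG00000174442, chromosome 15, 66504959 to 66550130) had -0.58 and -0.65 in U251 clones 3 and 5 and -0.23 and -0.32 in U343 clones 1 and 4 (adjusted p of 0.00271 or less, same test). SKA2 (ENSG00000182628, chromosome 17, 59109857 to 59155260) was past the threshold only in U343 clone 4, where its log2 fold change was -0.14 (adjusted p = 0.000411, same test).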

Msi1 regulates the expression of several components of the inner and outer kinetochore and as a possible consequence of this regulation, Msi1 KO cells displayed increased mitotic catastrophe and changes in cell cycle distribution.

The budding uninhibited by Benzimidazole (BUB) and the mitotic arrest deficient (MAD) gene families are responsible for mitotic spindle assembly checkpoint (SAC), ensuring the fidelity of chromosome segregation by recruiting members of the mitotic checkpoint complex and activating the spindle checkpoint [75]. GBMs tend to show an increase in the expression of mitotic spindle checkpoint genes [76]. We established that Msi1 levels affect the expression of Bub1, Bub1B, MADL1 and CDC20 and Bub3 is a direct target of Msi1 in glioblastoma cells [3]. 

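BUB1B (ENSG00000156970, chromosome 15, 40161023 to 40221123) had log2 fold changes of -0.57 and -0.49 in U251 clones 3 and 5 and -0.13 and -0.17 in U343 clones 1 and 4, the clones labelled Msi1 KO (standard errors 0.0311 to 0.0777, adjusted p of 0.000792 or less, edgeR's quasi-likelihood test). CDC20 (ENSG00000117399, chromosome 1, 43358981 to 43363203) had -0.78 and -0.51 in U251 clones 3 and 5 and -0.23 and -0.20 in U343 clones 1 and 4 (standard errors 0.0316 to 0.127, adjusted p of 0.00762 or less, same test). BUB1 (ENSG00000169679, chromosome 2, 110637528 to 110678063) was lower in U251 clone 3 and both U343 clones, with log2 fold changes of -0.39, -0.20 and -0.24. BUB1 was not past the threshold in U251 clone 5, with -0.20 (standard error 0.075, adjusted p = 0.0548) by the same test. BUB3 (ENSG00000154473, chromosome 10, 123154402 to 123170467) was also lower in those 3 clones, with -0.46, -0.13 and -0.23, and not in U251 clone 5, with -0.083 (standard error 0.0724, adjusted p = 0.415) by the same test. MAD1L1 (ENSG00000002822, chromosome 7, 1815793 to 2233243), taken here for the paper's MADL1, was lower in U251 clone 5 and both U343 clones, with -0.38, -0.14 and -0.27. It was not past the threshold in U251 clone 3, with -0.22 (standard error 0.0985, adjusted p = 0.0968) by the same test. Another gene on its strand overlaps 43.2% of its exon bases. MAD2L1 (ENSG00000164109, chromosome 4, 120055623 to 120066858), whose name also resembles it, had -0.43 and -0.49 in U251 clones 3 and 5 and -0.26 and -0.36 in U343 clones 1 and 4 (adjusted p of 0.02 or less, same test).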

Bub1B was identified as top-hit in a genomic screening to identify kinases central to the viability of GSCs but dispensable to proliferating NSCs [77]. Bub1 plays an important role in GBM proliferation and radio-resistance [75,78]. Bub3 is required to recruit both Bub1 and BubR1 to kinetochore [79], and its inhibition resulted in chromosome segregation defects through the loss of the Bub1 function at kinetochore-microtubule attachments [80].

The SAC proteins prevent activation of the ubiquitin ligase anaphase-promoting complex/cyclosome (APC/C) by targeting APC/C’s cofactor, CDC20. Following correct chromosome alignment and tension at the kinetochore, Cdc20 inhibition is released to activate the APC/C via dissociation of MAD2, and anaphase is initiated [81]. By targeting MAD2L2, Msi1 would ensure accurate mitosis by preventing premature activation of APC during prometaphase and early anaphase. It has been shown that loss of MAD2L2 results in dysregulation of APC/C and unscheduled mitotic exit [82]. Msi1 levels affected the expression of the oncogene CDC20 [83,84]. CDC20 increased expression has been observed in high-grade gliomas and linked to poor patient survival [76,85,86,87] while its knockdown reduced invasion, self-renewal, proliferation of GSCs and impaired tumor initiation [86,88,89].

### 3.3. E2F2 and E2F8 Are Critical Mediators of Msi1 Impact on Cell Cycle and DNA Replication

The transcription factors E2F2 and E2F8 were identified as important mediators of Msi1 function in cell cycle/division and DNA replication. The E2F transcription factors have been defined as central expression regulators of cell cycle genes [50]. They play a central role in regulating G1/S transition and progression through S phase, promoting cellular transformation [47]. The family has eight members that function as activators or repressors depending on the context and regulate one another. E2Fs show increased expression in many tumors as a result of enhanced cyclin-dependent kinases (CDKs) activity or, inactivation of CDK inhibitors or RB Transcriptional Corepressor 1 (RB1). Alterations in E2F genes have been linked to poor patient survival and can induce tumor formation in mice [47,48,49,50]. A bioinformatic study defined the E2F family as the main contributor to the expression of up-regulated genes in glioblastoma [90]. In a recent study to evaluate early changes in expression in glioblastoma cells after radiation, we determined that down-regulation of genes implicated in the cell cycle, DNA repair and DNA replication is likely the result of decreased expression of FOXM1, E2F1, E2F2 and E2F8 [91].

Analysis of high-grade glioma (HGG) indicated that E2F2 and E2F8 are highly correlated with oncogenes driving proliferation and therapeutic resistance and E2F8 independently predicts poorer survival [92]. E2F8 and E2F2 have been also implicated in the maintenance of glioma stem cell phenotypes [90,91] and cell transformation [93,94,95]. E2F2 is up-regulated in CD133(+) astrocytoma cells and was implicated in astrocyte transformation [48]. Another study showed that E2F2 is required for GSC self-renewal and in this context, it regulates the transcription of members of the inhibitor of differentiation (ID) helix-loop-helix gene family [93]. Similarly, to what we observed in Msi1 knockdown or KO cells [3], inhibition of E2F2 expression arrests cell division in the G1 phase [94]. E2F8 is still poorly characterized in the context of brain tumors but it has been implicated in the development of various cancer types including lung cancer, lymphoma, colon cancer, cholangiocarcinoma, prostate cancer, hepatocellular carcinoma and breast cancer [96,97,98,99,100,101,102,103,104,105]. E2F8 high expression is strongly associated with a worse outcome of GBM patients and radio-resistance while E2F8 knockdown decreased proliferation and tumor growth and inhibited invasion, migration and the expression of genes implicated in metastasis [49]. Bioinformatics analysis established a link between E2F8 and multiple oncogenic pathways, including cell cycle, DNA repair, STAT3, TGFRβ and WNT [105].

E2F family members emerge as potential therapeutic targets. However, developing inhibitors against transcription factors remains very challenging. An alternative is to identify upstream regulators. Integrated ChIP-seq and RNA-seq analyses E2Fs are the primary downstream targets of that Bromodomain and extraterminal (BET) proteins in both GBM cell lines and patient-derived GBM spheres [106]. Several BET bromodomain inhibitors (BBIs) are available and being evaluated as anti-cancer agents [107,108,109,110].

### 3.4. Targeting RNA-Binding Proteins in Cancer Therapy

A growing number of RBPs has been implicated in tumor initiation and development and they have started to be explored as targets in cancer therapy [111,112]. Diverse strategies have been employed to target oncogenic RBPs. Small molecule inhibitors have been developed, especially in the case of splicing regulators [113]. Another strategy employs RNA aptamers or modified RNA oligos containing the binding motif of the RBP to be targeted. This strategy often requires oligo optimization and the inclusion of RNA modifications to increase stability and delivery [114]. A different approach is to target the RBP expression levels. For instance, an antisense oligonucleotide against eIF4E delivered by intravenous injections prevented tumor growth by repressing the translation of oncogenic factors dependent on elF4E function [115].

A single agent is unlikely to be effective in treating high aggressive tumors like glioblastoma. We and others have developed inhibitors against Musashi proteins [7,35,36,37,38,116,117,118]. We have identified a Msi1 inhibitor, luteolin, which showed synergistic interactions with radiation, Olaparib and Camptothecin. Based on our results indicating that Msi1 KO cells are more sensitive to cell cycle and DNA replication inhibitors, other agents in combination with Msi1 inhibitor could be explored to treat glioblastoma.

## 4. Materials and Methods

### 4.1. Cell Lines

Glioblastoma cell lines U251 and U343 were obtained from Uppsala University (Uppsala, Sweden). Msi1 CRISPR KO lines were developed two for each cell type. To prepare Msi1 KO U251 and U343 lines, two Msi1 target sequences (5′-CACCGTGGGGCGCGTCAGTCTCCAT-3′/5′-CACCGCGAATACTTCGGCCAGTTCG-3′) were cloned into lenti–clustered regularly interspaced short palindromic repeat v2 plasmid (Addgene, Cambridge, MA, USA; Cat# 52961;) and used for co-transfecting U251 and U343 cells. After selection using puromycin, cells were submitted to cell cloning by serial dilution in 96-well plates. Single colonies were transferred to a 12-well plate and allowed to grow [4,8]. All cells were cultured in DMEM medium (HyClone, Logan, UT, USA; Cat# SH30243.01) supplemented with 10% FBS (Corning, NewYork, NY, USA; Cat# 35015CV) and 1% penicillin/streptomycin (Gibco, Grand Island, NY, USA; Cat# 10378016). Cells were harvested by using trypsin, counted with the Countess automated cell counter (Invitrogen, Bedford, MA, USA) using trypan blue and re-plated in tissue culture plates for transfection and further assays. GSC lines (19NS and 84NS) [119] were cultured in serum-free media consisting of Neurobasal-A media supplemented with B-27, Sodium Pyruvate, Glutamax, Pen/Strep, 20ng/mL EGF (ThermoFisher Scientific, Grand Island, NY, USA), and 20 ng/mL hFGF (PeproTech, Rocky Hill, NJ, USA).

### 4.2. Cell Transfection and siRNA Knockdown

GBM cells were transiently transfected with small interfering RNA (siRNA) or control siRNAs using Lipofectamine RNAiMAX (Invitrogen, Carlsbad, CA, USA Cat# 13778150) and harvested 72 h for different assays. siRNAs were obtained from Dharmacon (Msi1, Cat# L-011338-00) or Ambion (E2F2 Cat# S4408, E2F8 Cat# S36212, p21 Cat# 118565, p27 Cat# 118712, CDK6 Cat# 103566). ON-TARGET plus Non-targeting siRNA (Dharmacon, Lafayette, CO, USA; Cat# D-001810-01-05) was used as a control. Knockdown levels of the target RNA compared to the control siRNA transfection were measured by quantitative Real-Time PCR (qRT-PCR). GSC lines were dissociated with Accutase (ThermoFisher) and reversibly transfected at a density of 10^4^ cells/well with siRNA control or siRNA Msi1 and plated in 96-well plates pre-coated 3 h prior with Geltrex™ LDEV-Free Reduced Growth Factor Basement Membrane Matrix (19.2–28.8 μg/mL).

### 4.3. Astrocyte Cell Culture and Lentivirus Infection

Murine astrocytes were cultured in DMEM-F12 media with 10% FBS. 105 cells/well in 12-well plated were transduced with lentiviral particles (GeneCopoeia, product ID: U0081) expressing Msi1 or empty vector control (MOI of 5) in the presence of 5 μg/mL of polybrene. Total RNA was extracted for analysis three days after infection.

### 4.4. RNA Extraction and qRT-PCR Analysis

Total RNA was extracted from cells using TRIzolTM reagent (Thermo Fisher Scientific, Grand Island, NY, USA; Cat# 15596018), following the manufacturer’s instruction. cDNA was synthesized from 2000 ng of total RNA using High-Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific; Cat# 4368814). Quantitative PCR was performed using TaqMan Universal PCR Master Mix (Applied Biosystems, Foster City, CA, USA) or PowerUp SYBR Green Master Mix (Thermo Fisher) and reactions were performed on ViiA™ 7 Real-Time PCR System (Applied Biosystems). Data were acquired using ViiA 7 RUO software (Applied Biosystems) and analyzed using the 2−ΔΔCT method with GAPDH as an endogenous control. Probes and primers used in qRT-PCR are listed in Table S9.

### 4.5. RNA-Seq Analysis

We performed RNAseq (50 nt single reads) of the poly-A fraction using Illumina protocol. Sequencing adapters were first trimmed using cutadapt [120] with a minimum quality threshold set to 5 (-u 5) with remaining parameters as default. The RNA-seq samples were mapped to the human transcriptome (build GRCh38; GENCODE [121] GTF (v25)) using STAR [122] by allowing at most two mismatches (-outFilterMismatchNmax 2). Only uniquely mapping reads were retained (-outFilterMultimapNmax 1). Reads were quantified using feature counts [123]. Differentially expressed genes were identified using DESeq2 [124] with the covariates being the knockdown status (knockdown vs. control). A list of processed read counts and raw sequencing data have been deposited to GEO (accession GSE151155).

### 4.6. Gene Ontology and Network Analyses

Gene Ontology and pathway enrichment analyses of down and up-regulated gene sets were performed using Panther [125] and ShinyGo [27]. For both analyses, we considered terms to be significant if *p*-values were <0.05 and fold enrichment was >2.0 (adjusted for false discovery rates). We used the STRING database (v11) [28] to construct protein-protein interaction and determined associations among genes in a given dataset. The interactions were based on experimental evidence procured from high-throughput experiments, text-mining, and co-occurrence (interaction score 0.40).

### 4.7. Expression Correlation and Expression Analyses

We performed expression correlation analyses to identify genes with a strong positive correlation with E2F2 and E2F8 in the TCGA glioblastoma set (RNA-seq samples) (R ≥ 0.3, *p*-value 0.05) and used Pearson correlation. The analysis was done using resources in Gliovis [55]. The list of genes downregulated in U251 and U343 Msi1 KO cells was compared to the list of genes upregulated in a Msi1 OE transgenic line described in [21].

### 4.8. Western Blot

Cell pellets were re-suspended and sonicated in the Laemmli sample buffer. Extracted proteins were separated on SDS-PAGE gel and transferred to PVDF membranes. Membranes were blocked in TBS-T+5% milk and then probed with the following antibodies: Msi1 (Abcam, Cambridge, MA, USA; ab52865), RRM2 (GeneTex, Irvine, CA, USA GTX103193), AURKA (Cell Signaling, 14475S), CDK2 (Cell Signaling, 2546S), CDC6 (Cell Signaling, 3387S), E2F8 (GeneTex, GTX 112299) and β-tubulin (Sigma-Aldrich, St Louis, MO, USA). Horseradish peroxidase (HRP)-conjugated goat anti-rabbit antibody (Santa Cruz Biotechnology, Santa Cruz, CA, USA) or HRP-conjugated goat anti-mouse antibody (ThermoFisher) was used as a secondary antibody. Bound antibodies were detected using Immobilon Western Chemiluminescent HRP Substrate (Millipore, Billerica, MA, USA).

### 4.9. Cell Cycle Analysis

Analysis of the cell cycle was performed by flow cytometry after Propidium Iodide (PI) staining. Control and Msi1 KO U251/U343 cells were plated into six well plates (6 × 10^4^ cells/well for U251 and 1.2 × 10^5^ for U343) and fetal bovine serum (FBS) was removed the following day from the medium to subject the cells to synchronization for 24 h. The cells were further harvested, washed with cold PBS twice and fixed with 70% cold ethanol solution and then kept at −20 °C overnight. This was followed by the centrifugation (400× *g* at 4 °C for 5 min) of the cells and the resulting cell pellet was resuspended in PBS with RNAse A (10 ng/mL) and incubated at 37 °C for 30 min. Then, the cells were centrifuged and added PBS with PI at a final concentration of 50 μg/mL for staining. The cells were incubated and analyzed for cell cycle using FACS BD caliber. 19NS and 84NS GSCs were dissociated with accutase and reversibly-transfected at a density of 3 × 10^5^ cells/well with 20 nM of siRNA control or siRNA Msi1 and plated in 6-well plate. Four days later, cell cycle analysis was performed as above. All experiments were performed in triplicate.

### 4.10. Cell Division Analysis

U251 and U343 control and Msi1 KO cells were plated in 96 wells at a density of 8 × 10^4^. Cells were synchronized by serum starvation for 24 h. Following synchronization, cells were exposed to 20 nM of Paclitaxel for 24 h. Cells were fixed in 4% PFA and stained with Alpha-Tubulin and DAPI. The experiment was performed in triplicates and 1000 cells were counted per replicate. Differences were assessed with a student’s *t*-test. *p* < 0.01.

### 4.11. Cell Proliferation Assay

Control and Msi1 KO U251/U343 cells, as well as control and control and RRM2 knockdown U251/U343 cells, were plated onto 96-well plates (800 cells/well for U251 and 1600 for U343). After 24 h the cells were treated with the different inhibitors or DMSO. Plates were transferred to the IncuCyte automated microscope system (Essen BioScience, Ann Arbor, MI, USA) and cells were counted every 2 h for 5–7 days. All experiments were performed in triplicate.

### 4.12. DNA Replication

The procedure was performed as described previously [126]. At least 500 fibers were counted per condition. The lengths of IdU and CldU patches were measured using Zen 2.3 software (Zeiss, Jena, Germany) and micrometer values were converted into kb using conversion factor 1 μm = 2.59 kb [127].

### 4.13. Impact of Cell Cycle and DNA Replication Inhibitors on Msi1 KO Cells

A stock solution of the different drugs was prepared at a final concentration of 10 mM in DMSO (Sigma Cat# D8418) and stored in aliquots at −20 °C. Aurora-A kinase inhibitor (MLN8237 Cat# 13602), Polo-like kinase 4 inhibitor (CFI-400945 Cat# 16850) and Cyclin-dependent kinases inhibitor (Flavopiridol Cat# 26024) were purchased from Cayman Chemical (Ann Arbor, MI, USA). CDK4 and CDK6 inhibitor (Palbociclib Cat# HY-50767) was purchased from MedChemExpress (Monmouth Junction, NJ, USA). Triapin (Cat# S7470), Olaparib (Cat# S1060), Camptothecin (Cat# S1288) were purchased from Sellectchem (Houston, TX, USA). Each assay was performed in triplicate. Analysis of drug synergism was performed in U251 cells. Single and combined treatment of Luteolin (Sigma Aldrich Cat# L9283) and Camptothecin (Cayman Chemical Cat# S1288) or Polo-like kinase 4 inhibitor (Cayman Chemical CFI-400945 Cat# 16850) were carried out. U251 cells were plated at 2000 cells/well in a 96-well plate. 24 h later, drugs were added and cell proliferation was recorded using Incucyte^®^ system. Each assay was performed in triplicate.

### 4.14. Analysis of Drug Synergism

U251 cells were plated onto 96-well plates (1500 cells/well). 24 h later, cells were treated with a low concentration of luteolin or DMSO plus different concentrations of Camptothecin. Plates were transferred to the IncuCyte and cells were counted every 4 h for 4–6 days. The synergistic effect of Luteolin and Camptothecin was determined via the combination index (CI) [128]. CI = AB/ (A × B) where: AB = measured value for combined treatment/value for the control (DMSO), A and B = value for the single treatment/value for the control. Thus, CI <1, =1 or >1, indicates that the combination treatments are synergistic, additive or antagonistic.

### 4.15. Statistical Analysis

Prism software (GraphPad Prism 7.0 - GraphPad Software, San Diego, CA, USA), one-way ANOVA, two-way ANOVA, *t*-test, Mann-Whitney test, Chi-square with Yates’ correction and Fisher’s exact test were used to analyze the data. A threshold of *p* < 0.05 was defined as statistically significant. To evaluate the synergy between “Msi1 KO” and cell cycle and DNA replication inhibitors, we used the statistical response additivity approach proposed by Slinker (1998) [41]. To account for multiple comparisons, we corrected the p-values using Bonferroni correction.

## 5. Conclusions

We established via a comprehensive genomic analysis that regulation of cell cycle/division and DNA replication are Msi1 core regulatory functions in GBM. Msi1 controls this gene network via two mechanisms: direct interaction and indirect regulation mediated by the transcription factors E2F2 and E2F8. Importantly, since glioblastoma lines with Msi1 KO displayed increased sensitivity to cell cycle and DNA replication inhibitors, we propose that a drug combination strategy (Msi1 + cell cycle/DNA replication inhibitors) could be a viable treatment option for GBM patients.

## Figures and Tables

**Figure 1:**
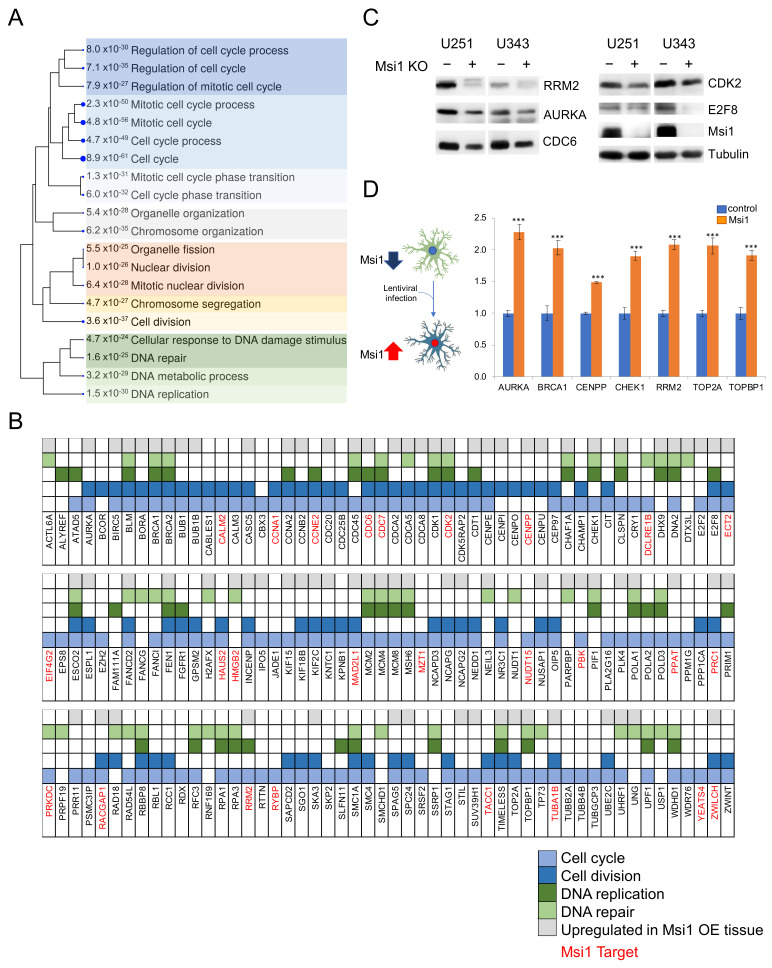
Musashi1 knockout (KO) affects a network of genes implicated in cell cycle/division and DNA replication/repair. (**A**) The diagram shows the Gene Ontology terms (biological processes) enriched among genes downregulated in both U251 and U343 Msi1 KO lines in comparison to respective controls, according to ShinyGo [27]. (**B**) Tables show downregulated genes in both U251 and U343 Msi1 KO lines and their functions. Gray boxes indicate the genes from this group that showed increased expression in a transgenic mouse line displaying Msi1 overexpression (OE) [21]. Msi1 targets previously identified by CLIP (Crosslinking and Immuno-precipitation) or RIP (Ribonuclear particle immuno-precipitation) [3,9,23] are labeled in red. (**C**) Western analysis of cell cycle and DNA replication genes affected by Msi1 KO in both glioblastoma (GBM) cell lines U251 and U343. The uncropped Western blots have been shown in Figure S4. (**D**) qRT-PCR analysis shows that transgenic expression of Msi1 in astrocytes increased the expression of cell cycle and DNA replication genes. Statistical significance calculated by multiple t-test. Data shown as means ±s.d. *** *p* < 0.001).

**Figure 2:**
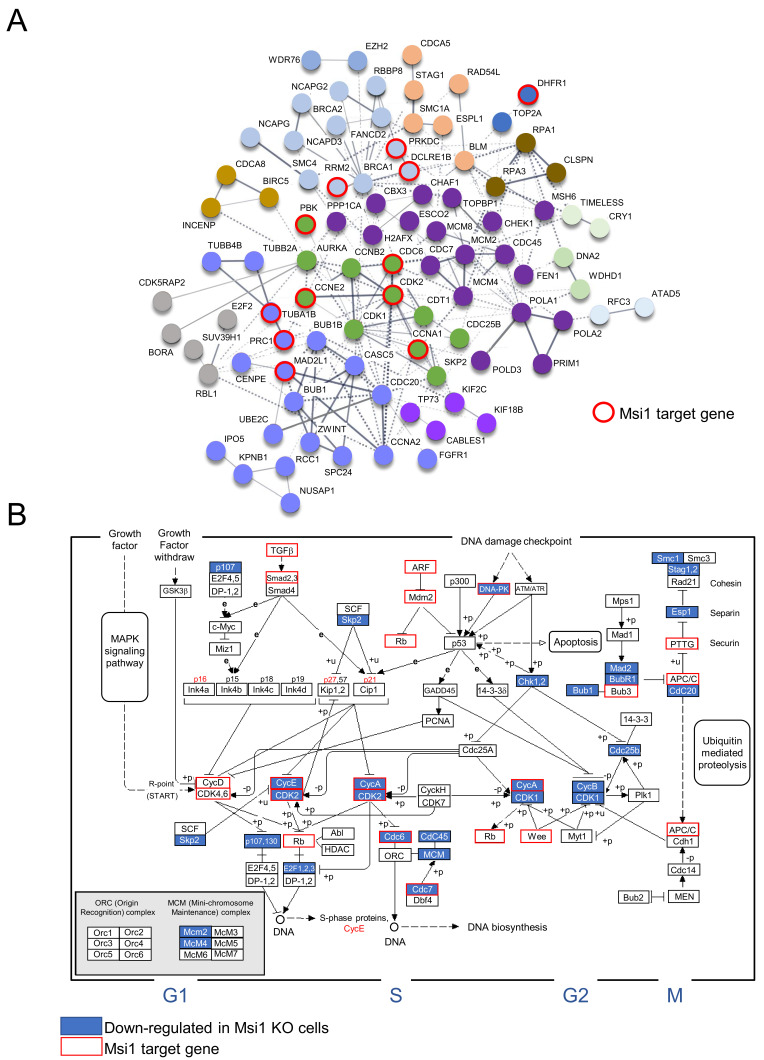
Msi1 impact on cell cycle and division. (**A**) Network shows cell cycle and/or division genes downregulated in Msi1 KO GBM cells in comparison to controls. The network was built using String [28] considering interaction (experimental evidence), text mining and co-occurrence. Different colors were used to indicate clusters of strongly related genes; Msi1 targets previously identified by CLIP or RIP [3,9,23] are labeled in red. (**B**) The impact of Msi1 KO on cell cycle is shown using KEGG’s cell cycle pathway. Downregulated genes in U251 and U343 Msi1 KO cells in comparison to respective controls are in blue boxes and Msi1 targets previously identified by CLIP or RIP [3,9,23] are labeled in red.

**Figure 3:**
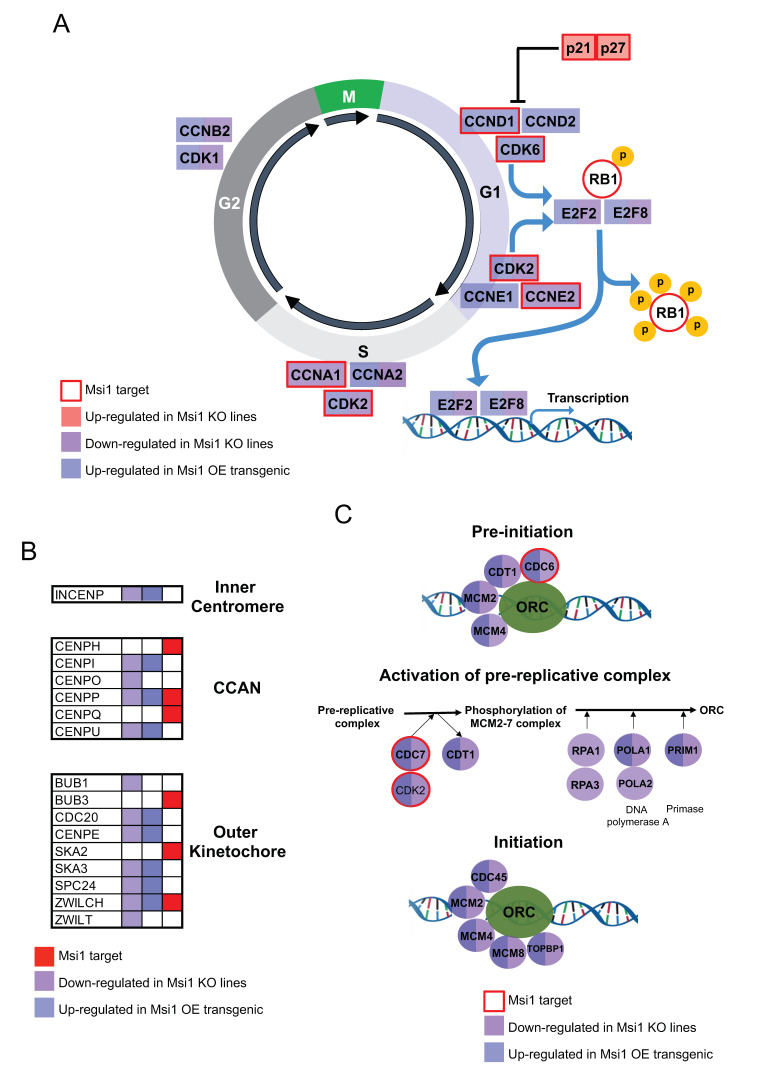
Musashi1 in cell cycle, cell division and DNA replication. (**A**) Cell cycle genes regulated by Msi1 according to different genomic analyses. (**B**) Important genes associated with the centromere that are regulated by Msi1 according to different genomic analyses. Centromere-associated network (CCAN). (**C**) Core DNA replication genes regulated by Msi1 according to different genomic analyses in the pre-initiation, activation of pre-replicative complex and initiation phases of DNA replication. Down-regulated genes in Msi1 KO cells in reference to controls are identified in purple, genes determined to be up-regulated in transgenic tissue with Msi1 OE [21] are identified in blue and Msi1 targets previously identified by CLIP or RIP [3,9,23] are labeled in red.

**Figure 4:**
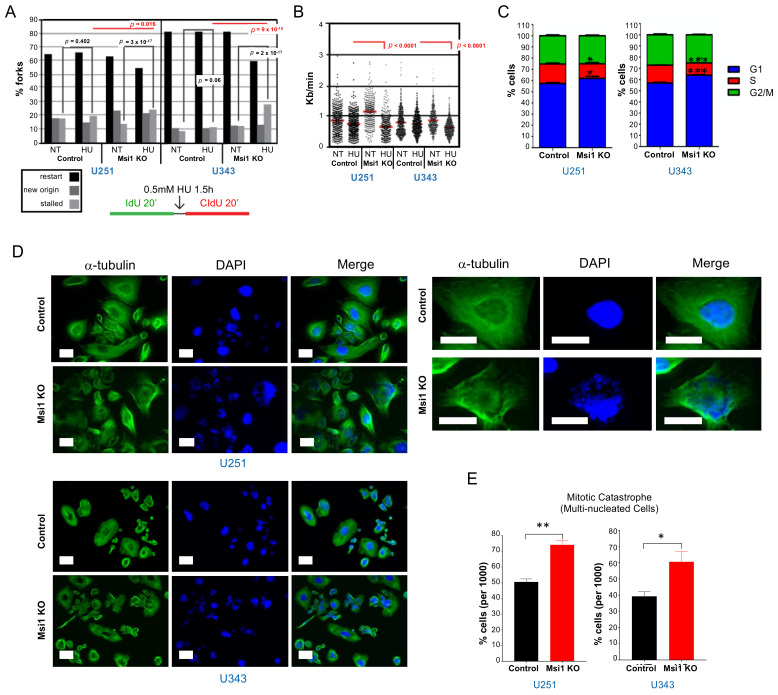
Musashi1 regulates DNA replication and cell cycle and division. (**A**) Graphs display the % of forks that are in restart, new orientation and stalled in Msi1 KO vs. control GBM cells. Statistics are shown for only stalled. The comparisons between no treatment (NT) and HU are shown in black. The comparisons between controls and Msi KO clones after HU treatment are shown in red. Statistical significance was calculated by Chi-square with Yate’s correction and Fisher’s exact test (ns: not significant). (**B**) The graph shows replication fork (RF) speed. The comparisons between controls and Msi1 KO cells after HU treatment are shown in red. Statistical significance calculated by Mann-Whitney test. The mean values are represented as horizontal red lines. RF speed of Msi1 KO clones showed a slowdown. (**C**) U251 and U343 Msi1 KO cells displayed changes in cell cycle progression (accumulation of cells in G1) in comparison to respective controls. (**D**) The aspect of U251 and U343 Msi1 KO and control cells exposed to Paclitaxel. On the left, staining with anti-α-tubulin; on the right, staining with DAPI shows an increased number of multinucleated cells in Msi1 KO cells. Scale bar = 10 µm. (**E**) The graph shows the number of multinucleated cells in U251 and U343 control and Msi1 KO cells after treatment with Paclitaxel (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001).

**Figure 5:**
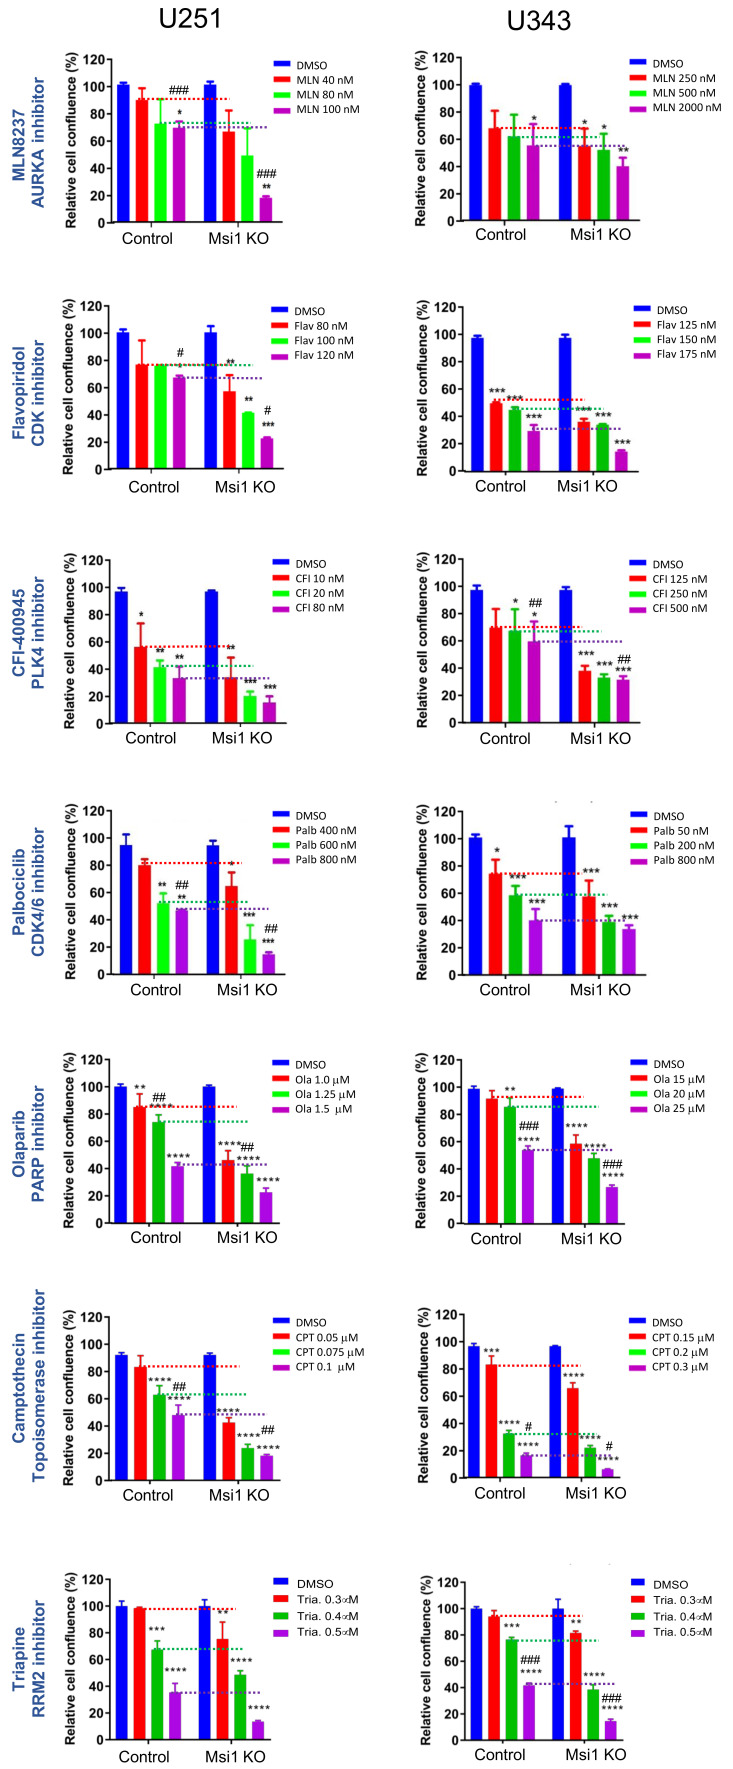
GBM cells with Msi1 KO are more sensitive to cell cycle and DNA replication inhibitors. Graphs show the impact of different cell cycle and DNA replication inhibitors on proliferation (72 h) of U251 and U343 Msi1 KO cells in reference to their respective controls (DMSO treated). Statistical significance was calculated by one-way ANOVA and t-test. Data shown as means ± s.d. (* *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001). Synergy between “Msi1 KO” and cell cycle and DNA replication inhibitors was determined by the statistical response additivity approach [41], with # indicating the drug concentration in which we observed the statistically most significant synergy (# < 0.05, ## < 0.01, ### < 0.001).

**Figure 6:**
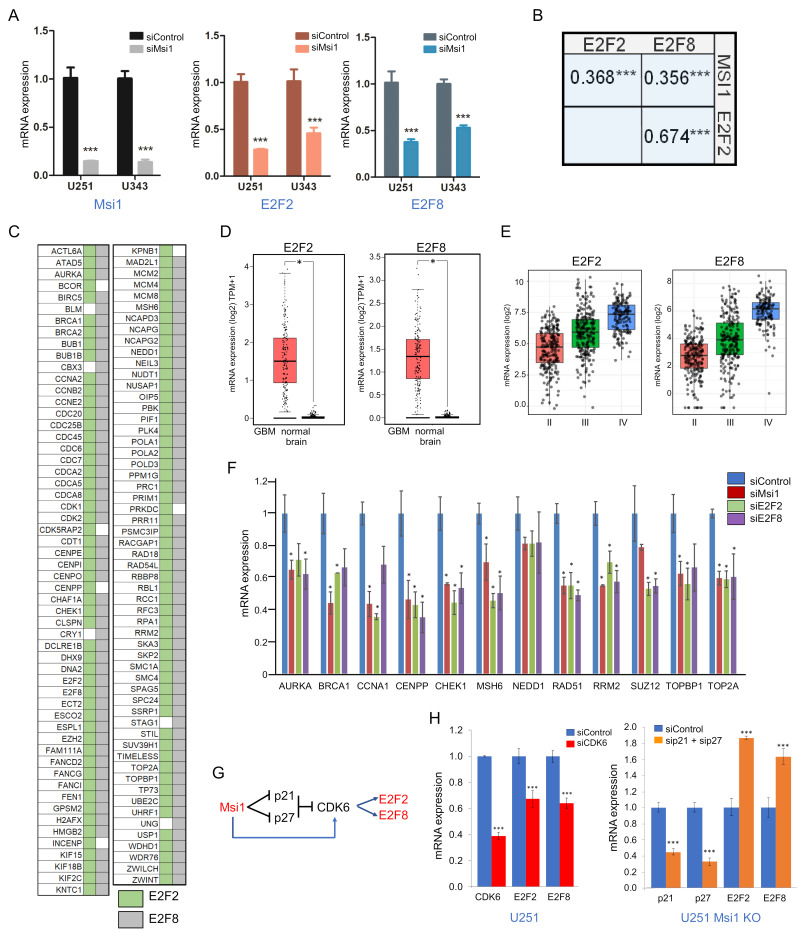
E2F2 and E2F8 are mediators of Msi1 impact on cell cycle and DNA replication genes. (**A**) qRT-PCR data showing that E2F2 and E2F8 decreased expression upon Msi1 knockdown in U251 and U343 cells. Statistical significance calculated by multiple *t*-test (*** *p* < 0.001). (**B**) Expression correlation (R values) between Msi1, E2F2 and E2F8 in TCGA GBM samples (*** *p* < 0.001). (**C**) The table shows genes affected by Msi1 KO in U251 and U343 cells that also display high expression correlation with E2F2 and E2F8 in GBM samples. Pearson correlation, all genes *** *p* < 0.001, R > 0.3. (**D**) E2F2 and E2F8 mRNA expression levels in normal brain vs. glioblastoma according to GEPIA [54]. (**E**) E2F2 and E2F8 mRNA expression in gliomas grades II, II and IV (TCGA samples). Data shown in B, C and E was generated with Gliovis [55]. (**F**) qRT-PCR data shows the impact of Msi1, E2F2 and E2F8 knockdown on the expression of the cell cycle, cell division and DNA replication genes in U251 cells. (**G**) Model showing that Msi1 regulates the expression E2F2 and E2F8 via CDK6, p21 and p27. (**H**) qRT-PCR data shows the impact of CDK6, p21 and p27 knockdown on the expression of E2F2 and E2F8. Left panel, CDK6 KD was performed in U251 cells. Right panel, p21 and p27 double KD were performed in U251 Msi1 KO cells. Statistical significance calculated by multiple t-test. Data shown as means ± s.d. (* *p* < 0.05, *** *p* < 0.001).

## Data Availability

The data presented in this study are available in the Supplementary Materials. A list of processed read counts and raw sequencing data have been deposited to GEO (accession GSE151155).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/13/7/1494/s1, Figure S1: Msi1 knockdown suppressed GSC lines proliferation and affected the expression of cell cycle and DNA 12 replication genes, Figure S2: Glioblastoma cells with Musashi1 knockout show increased expression of a network of genes implicated 16 in development and cell differentiation, Figure S3: Synergistic effect of Camptothecin(CPT) and Luteolin (Lut) on the proliferation of U251 cells, Figure S4: The uncropped Western blots, Table S1: Genes altered in U251 Msi1 knockout cells, Table S2: Genes altered in U343 Msi1 knockout cells, Table S3: Genes altered in both U251 and U343 Msi1 knockout cells, Table S4: Gene Ontology and Pathway analyses of genes altered in both U251 and U343 Msi1 knockout lines, Table S5: Comparison between genes downregulated in both Msi1 knockout cells and genes upregulated in transgenic mouse lines expressing Msi1, Table S6: Genes showing expression high correlation with E2F2 and E2F8 in TCGA glioblastoma samples, Table S7: RNA-seq analysis of E2F2 and E2F8 knockdown in U251 cells, Table S8: Analysis of E2F8 target set, Table S9: List of primers used in qRT-PCR analysis.

How the deposited data were processed for this re-analysis (not part of the article)

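RNA-seq of 27 libraries in 3 tables was analysed: U251 and U343 control cells and 2 clones of each labelled Msi1 KO, and U251 cells with control, E2F2 or E2F8 siRNA, with 3 libraries per group. The authors trimmed reads with cutadapt, mapped them with STAR to GRCh38 and counted unique reads on GENCODE v25 genes with featureCounts, and the deposited values are these counts, without normalization. The paper's text does not name the strand setting of the counting. Gene positions and biotypes were taken from GENCODE v44 on the same genome build, which holds 98.12% of the identifiers.

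Total counts per library ranged from 21756522 to 68698383. Where a gene was at or near 0 counts, fold changes were given against a floor of 3 counts, the limit that a count of 0 allows, which covers counting error only.

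Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The 9 libraries of each table were fitted together with TMM normalization, filterByExpr and edgeR's quasi-likelihood test, and Benjamini-Hochberg adjusted p-values under 0.05 were called. The difference between cell lines was tested as an interaction over the 18 Msi1 KO and control libraries. It compared the mean of the clones of each line, with error from replicate libraries and not from the spread between clones. Log2 CPM used a prior count of 2. Lists were tested by two-sided Fisher's exact tests against the genes tested in both lines, or, for the knockdowns, in the E2F libraries, and by camera in limma with a correlation of 0.01. The lists were KEGG cell cycle, S phase, G2/M, E2F family, neuronal, astrocyte, oligodendrocyte and neural stem cell markers, interferon response, p53 targets, Msi1 CLIP or RIP targets, miR-137 targets, genes higher with Msi1 overexpression in mouse, single-cell cluster 1, E2F8 ChIP-seq targets and, added after results were seen, ATF4 targets.

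Genes were named by a rule fixed beforehand: the genes named in the text, the E2F family and the genes of Fig. 3A, 3B, 3C and 6F, singly or as a set, and the 5 largest mean increases and decreases among genes past the threshold with the same sign in all 4 clones, and in both knockdowns, with an average log2 CPM of at least 1 in the fit of each table. The alternatives were DESeq2's size factors, DESeq2's Wald test, no filter on low counts, at least 10 counts in every library, only the 6 libraries compared, a replicate block, protein-coding genes only, stricter thresholds, other set tests and backgrounds, and each library left out in turn. Offsets for each library's trend on GC content were added after seeing the data.

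The method was tested on simulated data made from each table with 200 changed genes. edgeR recovered 80.5%, 97% and 97% of them in the U251, U343 and E2F tables, with 4.17%, 3% and 8.92% of calls false. Data of other experiments in the paper were not analysed here. Parts of Tables S1, S2, S7 and S8 were not held, and no overlap with a column that was cut short was tested.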

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

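The tests on MSI2, on the genes near MSI1, on scaling, on replicate number, on the direction of E2F8-bound genes, on the p53 targets, on the ATF4 targets, on shared controls and on genes without a gene on the other strand were chosen only after the result was seen. For the test of the share of cycling cells the ratio that is given, and for several tests the limits by which they were read, were also settled with values in view. The comparisons, the gene lists other than the ATF4 targets, the rule for named genes and the alternatives other than the offsets on GC content were chosen before the data were examined.

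The change from control to the clones labelled Msi1 KO differed between cell lines, by an interaction term in edgeR, for 2872 genes that were lower and 2934 that were higher in U251 relative to U343. None of the other 49 of 50 splits drawn gave as many (1 of 50 with the real one), and the largest gave 2454. The median difference was -0.24 for S phase genes, -0.15 for the KEGG cell cycle, -0.16 for single-cell cluster 1 and -0.34 for p53 targets (adjusted p = 0.000221, 0.00438, 0.000221 and 0.00745, camera), and none of the 4 passed the threshold with an estimated correlation. The U251 libraries are unstranded, and 30% of genes overlapped on the other strand differed between lines against 27.4% of other genes (odds ratio 1.13, 95% confidence interval 1.06 to 1.21, two-sided Fisher's exact test, p = 7.43e-05). Antisense reads may therefore add to the difference, but the 27.4% among genes without such an overlap argues against them as its whole source. The interaction term also leaves out the spread between clones. Line, library protocol and depth are confounded here, so a biological difference between the lines stays open and untested.

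MSI1 itself rose more in U251 than in U343 (difference 1.39), although the libraries are labelled Msi1 KO, and CDK6 differed by -0.63. A copy gain of the region around MSI1 is argued against by the tested genes within 1 Mb of it, of which at least 93.3% in each of the 4 clones had a 95% confidence interval below that of MSI1. A gain of MSI1 and its closest genes only stays open: 1 of these genes, the pseudogene RPS27P25 (named after its values were seen), rose more than MSI1 in each clone, with log2 fold changes of 3.67 and 3.17 in U251 clones 3 and 5 and 0.893 and 1.14 in U343 clones 1 and 4, but a single gene with few counts does not settle it. MSI2 had log2 fold changes of 0.59 and -0.13 in U251 clones 3 and 5 and -0.25 and -0.24 in U343 clones 1 and 4. A fixed share of MSI2 reads counted as MSI1 would let MSI1 rise at most as much as MSI2, and MSI1 exceeded it by a log2 fold change of at least 1.119 in each clone, with 95% confidence intervals apart, so such reads are argued against as the whole source, also in U251 clone 3, where MSI2 rose (adjusted p = 0.00441, edgeR). A wrong scaling factor would move every gene of a library alike, and at least 90.48% of all other tested genes in each clone had a 95% confidence interval below that of MSI1, so scaling is argued against as what sets MSI1 apart from them, while a change in a cell's total mRNA was not tested. A single mislabelled sample is argued against as the whole source. Every library labelled Msi1 KO had at least 100.6 CPM of MSI1, and every control at most 66.5. The U251 siControl libraries had 11.8 to 13.4 CPM, nearer the U251 controls (22.1 to 27.6) than the clones. This argues against a swap of whole groups in U251, although these counts may not have been made alike. Such a swap in U343 was not tested. A transcript that is made but not translated was not tested either, and gene counts cannot decide it.

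Clones of the same line and label differed from each other, which the paper does not report. In U251, 2767 genes were lower and 2359 higher in clone 5 than in clone 3, and in U343, 1346 were lower and 1411 higher in clone 4 than in clone 1. Only 1 of the 10 splits gave as many genes in each case, the real one, and 10 splits cannot give a share under 0.1. Chromosomes explained 4.25% and 3.13% of the variance, above every one of 1000 shuffles. After each chromosome's median was removed, 72.2% and 82.5% of the changed genes remained, so copy number changes of whole chromosomes may be part of the difference and are argued against as all of it. Whether the clones differ through selection of single cells was not tested.

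After siE2F8, 551 genes bound by E2F8 in other cell lines were higher, a direction the paper does not report, beside 446 that were lower. Among changed genes the odds ratio of lower against higher was 0.611 for genes bound in K562, 1.13 for MCF-7 and 0.763 for GM12878 (95% confidence intervals 0.498 to 0.748, 0.923 to 1.38 and 0.635 to 0.915, two-sided Fisher's exact test). Over the 9 alternatives run, including the stricter thresholds, it was 0.594 to 0.693 for K562, 1.08 to 1.25 for MCF-7 and 0.755 to 0.888 for GM12878, and the interval stayed below 1 under each of them for K562 alone. Genes bound in K562 were thus lower less often than other changed genes. The offsets on GC content were not among these alternatives, and direct and indirect effects of the siRNA were not told apart. Whether E2F8 acts mainly as an activator on bound genes therefore stays open for each list. With an absolute log2 fold change of at least 0.5, 123 bound genes were lower and 98 higher. Binding was measured in other cells, and binding in U251 was not tested.

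The median log2 fold change of ATF4 targets other than DDIT4, CHAC1 and NUPR1 was 0.84 with siE2F2 and 1.34 with siE2F8, with 20 and 23 of 23 genes higher (adjusted p = 4.6e-16 and 2.02e-19, camera, and 0.0235 with an estimated correlation). The same targets had medians of 1.05 and 0.40 in U251 clones 3 and 5, labelled Msi1 KO, for which no siRNA is described (adjusted p = 1.02e-12 and 0.000578, camera, 0.0299 and 0.178 with an estimated correlation), and -0.067 and 0.15 in U343 clones 1 and 4 (adjusted p = 0.344 and 0.00112, camera). A response of ATF4 targets may therefore be part of what both siRNAs change, and it was not confined to libraries with siRNA. An interferon response stronger with the E2F siRNAs than with siControl is argued against by the medians of its genes, the higher of the 2 being -0.063. A response to transfection itself would be shared with siControl, so it could not be seen here. Shared controls are argued against as the whole source of the genes changed by both siRNAs, since changes as large, placed on genes independently for each siRNA, gave at most 1141 genes lower with both in 20 simulations, against 2036 found. Whether the response of ATF4 targets comes from the knockdowns or from other effects of these siRNAs was not settled.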

How the results depend on the processing

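The fit with offsets for each library's trend on GC content was chosen only after the result was seen, as were the background under DESeq2 and the choice of lists whose single values were followed. Of 5101 values of 267 results under an alternative, 4852 kept their direction and side of the threshold (for counts, stayed within 1.5 times), 249 changed and 38 of these reversed. For the values below the cause was not tested, except that stricter thresholds leave fewer genes by construction.

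With fry (rotation test), the count was 65 (gene lists within each comparison).

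Under camera with the correlation estimated from the data, the count was 3 (gene lists within each comparison).

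With DESeq2 Wald test, the count was 862 (U343 clone 4 against clone 1, lower), and the odds ratios were 0.80 (Table S3 genes among siE2F2 higher), 0.86 (Table S3 genes among siE2F8 higher), 0.919 (K562 lower), 1.4 (MCF-7 lower), 1.18 (MCF-7 higher), 1.01 (GM12878 lower).

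With no filter on low counts, the odds ratios were 1.41 (Table S3 genes among siE2F2 higher), 1.42 (Table S3 genes among siE2F8 higher), 1.4 (K562 lower), 2.15 (MCF-7 lower), 1.91 (MCF-7 higher), 1.61 (GM12878 lower).

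With at least 10 counts in every library, the odds ratio was 1.04 (GM12878 higher).

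With only the 6 libraries compared, the odds ratio was 1.1 (GM12878 higher).

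With the replicate number as a block (replicate block), the odds ratio was 1.02 (MCF-7 higher).

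With protein-coding genes only, the odds ratio was 1.1 (GM12878 higher).

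With offsets for each library's trend on GC content, the counts were 2396 (U251 both clones, lower), 577 (common set, lower), 3798 (U251 clone 5 against clone 3, higher), and the odds ratios were 0.81 (Table S3 genes among siE2F8 higher), 1.14 (MCF-7 higher), and the log2 fold changes were -0.10 (MSI1 siE2F8), 0.023 (CDKN1B siE2F2), 0.021 (CDK6 siE2F2), 0.015 (MAD2L1 siE2F2).

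With an adjusted p under 0.01, the counts were 1720 (U251 clone 3, lower), 1947 (U251 clone 5, lower), 1743 (U251 clone 5 against clone 3, lower), 812 (U343 clone 4 against clone 1, lower), 741 (U251 both clones, lower), 163 (common set, lower), 354 (both U251 clones and a knockdown, lower), 1843 (difference between lines, lower in U251), 2343 (U251 clone 3, higher), 1284 (U251 clone 5 against clone 3, higher), 926 (U343 clone 4 against clone 1, higher), 1244 (U251 both clones, higher), 212 (common set, higher), 524 (both U251 clones and a knockdown, higher), and the odds ratios were 0.762 (Table S3 genes among siE2F8 higher), 1.2 (MCF-7 lower), 0.872 (GM12878 lower), 1.15 (GM12878 higher).

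With an absolute log2 fold change of at least 0.5, the counts were 0 (gene lists among the common set), 1277 (U251 clone 3, lower), 1751 (U251 clone 5, lower), 558 (U343 clone 1, lower), 743 (U343 clone 4, lower), 201 (U343 clone 4 against clone 1, lower), 1202 (siE2F2, lower), 2016 (siE2F8, lower), 531 (U251 both clones, lower), 392 (U343 both clones, lower), 18 (common set, lower), 737 (siE2F2 and siE2F8, lower), 186 (both U251 clones and a knockdown, lower), 1353 (difference between lines, lower in U251), 1051 (U251 clone 5 against clone 3, higher), 828 (U343 clone 1, higher), 991 (U343 clone 4, higher), 176 (U343 clone 4 against clone 1, higher), 984 (siE2F2, higher), 1362 (siE2F8, higher), 618 (U343 both clones, higher), 93 (common set, higher), 504 (siE2F2 and siE2F8, higher), 357 (both U251 clones and a knockdown, higher), and the odds ratios were 0 (S phase genes), 0 (G2/M genes), 0 (E2F family), 0 (single-cell cluster 1), 0.904 (Table S3 genes among siE2F8 lower), 0.666 (K562 higher), 0.656 (MCF-7 lower), 0.527 (MCF-7 higher), 0.538 (GM12878 higher).

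With the mean of the 2 clones in each line, the counts were 957 (common set, lower), 883 (common set, higher).

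With both siE2F2 and siE2F8, the counts were 339 (both U251 clones and a knockdown, lower), 460 (both U251 clones and a knockdown, higher).

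Across the 9 fits that each left out 1 library, results that changed ranged as follows. CDK6 U251 clone 3 ranged from -0.33 (without U251 Msi1 KO clone 3 replicate 3) to 0.0091 (without U251 Msi1 KO clone 3 replicate 1). U251 clone 5 against clone 3, higher ranged from 1560 (without U251 Msi1 KO clone 5 replicate 1) to 2596 (without U251 Msi1 KO clone 3 replicate 3). U251 both clones, lower ranged from 941 (without U251 control replicate 2) to 1886 (without U251 Msi1 KO clone 3 replicate 3). MSI1 siE2F8 ranged from -0.024 (without U251 siControl replicate 1) to 0.069 (without U251 siControl replicate 2). CDK6 siE2F2 ranged from -0.16 (without U251 siControl replicate 3) to 0.063 (without U251 siControl replicate 2). MCF-7 lower ranged from 1.14 (without U251 siE2F2 replicate 3) to 1.22 (without U251 siControl replicate 1). GM12878 lower ranged from 0.83 (without U251 siE2F8 replicate 1) to 0.89 (without U251 siControl replicate 1). CDKN1B siE2F2 ranged from -0.043 (without U251 siControl replicate 1) to 0.025 (without U251 siE2F2 replicate 3). BUB1B siE2F8 ranged from -0.16 (without U251 siControl replicate 3) to 0.023 (without U251 siControl replicate 2). MCF-7 higher ranged from 0.90 (without U251 siE2F8 replicate 3) to 1.07 (without U251 siControl replicate 2). CDKN1A siE2F2 ranged from -0.17 (without U251 siControl replicate 2) to 0.076 (without U251 siControl replicate 3). BUB1B siE2F2 ranged from -0.020 (without U251 siControl replicate 3) to 0.16 (without U251 siControl replicate 2). Table S3 genes among siE2F2 higher ranged from 0.604 (without U251 siE2F2 replicate 1) to 0.735 (without U251 siE2F2 replicate 2). GM12878 higher ranged from 1.12 (without U251 siE2F8 replicate 3) to 1.31 (without U251 siControl replicate 3).

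Other results, for single genes and lists, changed in number as follows, with stronger and weaker meaning that the threshold was passed or no longer passed. The numbers were 4 reversed, 5 weaker (absolute log2 fold change of at least 0.5), 1 stronger (at least 10 counts in every library), 2 weaker (background of genes with an average log2 CPM of at least 1 in both cell lines), 12 weaker (camera with the correlation estimated from the data), 1 stronger, 3 weaker (DESeq2 Wald test), 1 stronger (DESeq2's size factors (RLE) in edgeR), 13 reversed, 14 stronger, 66 weaker (leaving out one library), 2 stronger, 2 weaker (no filter on low counts), 4 reversed, 8 stronger, 5 weaker (offsets for each library's trend on GC content), 1 stronger, 5 weaker (only the 6 libraries compared), 1 stronger (protein-coding genes only), 5 weaker (replicate block).

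Over all alternatives, 18 to 957 genes were lower and 93 to 883 higher in the common set, 737 to 2200 were lower with both siRNAs, 186 to 1071 were lower in both U251 clones and a knockdown, and 0 to 12 of the gene list tests on the common set passed the threshold.

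Libraries of U343 were shallower than the U251 Msi1 KO and control libraries, which limits genes of low count such as CCNA1. Chromosome M genes were at 0 in those U251 libraries and could not be compared between the lines.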

Differences from the paper's values

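Of 285 log2 fold changes and 11 counts that the paper gives, 3 and 1 differed, by more than the replicate SD for a log2 fold change or by more than 1.5 times for a count. For CCNA1 and ZNF542P in U343, where a clone was at or under the floor of 3 counts, only bounds on the fold change were compared.

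The number of genes higher with siE2F2 was 3379, against the paper's 2177. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's with DESeq2 Wald test (2968), with no filter on low counts (3207), with at least 10 counts in every library (3143), with only the 6 libraries compared (2807), with protein-coding genes only (3202), with adjusted p under 0.01 (2381), without U251 siControl replicate 1 (3034), without U251 siE2F2 replicate 1 (2957), without U251 siE2F2 replicate 2 (2726), without U251 siE2F2 replicate 3 (3033), without U251 siE2F8 replicate 1 (3156), without U251 siE2F8 replicate 2 (3016), without U251 siE2F8 replicate 3 (3253), and not under the other 5.

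The log2 fold change of CENPP in U251 clone 5 was -0.18, against the paper's -0.35. Among the alternatives set before the data were examined, the value came within the replicate SD of the paper's without U251 Msi1 KO clone 5 replicate 1 (-0.31), and not under the other 15.

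For PPL in U251 clone 5 it was -4.24, against the paper's -4.45. Among the alternatives set before the data were examined, the value came within the replicate SD of the paper's with DESeq2's size factors (RLE) in edgeR (-4.25), with DESeq2 Wald test (-4.25), with no filter on low counts (-4.26), without U251 Msi1 KO clone 3 replicate 1 (-4.24), without U251 Msi1 KO clone 3 replicate 2 (-4.24), without U251 Msi1 KO clone 5 replicate 2 (-4.44), without U251 control replicate 2 (-4.29), and not under the other 9.

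For ZNF542P in U251 clone 5 it was -4.08, against the paper's -4.43. None of the 15 alternatives set before the data were examined closed the gap.

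The paper presents the clones as lacking Msi1, and its Table S3 lists MSI1 among the higher genes, as found here, where MSI1 mRNA was higher in every clone. It names CDK6 as raised by Msi1, whereas in U251 clone 3 CDK6 was at -0.10 (adjusted p = 0.648, edgeR) and in U343 clone 1 at 0.51 (adjusted p = 9.06e-17, edgeR). It draws BUB1 and CENPP as lower and names BUB3 as a target and MADL1 and CDC7 as affected, and here BUB1, BUB3 and CENPP were not past the threshold in U251 clone 5, nor MAD1L1 and CDC7 in U251 clone 3, at -0.20 (adjusted p = 0.0548, edgeR), -0.083 (adjusted p = 0.415, edgeR), -0.18 (adjusted p = 0.263, edgeR), -0.22 (adjusted p = 0.0968, edgeR) and -0.30 (adjusted p = 0.0524, edgeR). The values given here are mRNA levels, while the paper describes Msi1 as acting on translation as well as on mRNA stability. They therefore do not bear on whether Msi1 binds CDK6 or BUB3 transcripts or changes their translation.

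CDK6 passed the threshold as lower in U251 clone 3 under 1 of the 16 alternatives set before the data were examined, without U251 Msi1 KO clone 3 replicate 3 (-0.33).

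BUB1 passed the threshold as lower in U251 clone 5 under 3 of the 16 alternatives set before the data were examined, with only the 6 libraries compared (-0.20), without U251 Msi1 KO clone 3 replicate 3 (-0.20), without U251 control replicate 3 (-0.26), and also with offsets for each library's trend on GC content (-0.16), which was chosen after seeing the values.

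MAD1L1 passed the threshold as lower in U251 clone 3 under 1 of the 16 alternatives set before the data were examined, without U251 control replicate 1 (-0.29), and also with offsets for each library's trend on GC content (-0.39), which was chosen after seeing the values.

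CDC7 passed the threshold as lower in U251 clone 3 under 4 of the 16 alternatives set before the data were examined, with DESeq2's size factors (RLE) in edgeR (-0.32), with DESeq2 Wald test (-0.33), with no filter on low counts (-0.31), without U251 Msi1 KO clone 3 replicate 3 (-0.42), and also with offsets for each library's trend on GC content (-0.23), which was chosen after seeing the values.

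No alternative lowered CDK6 in U251 clone 5, CDK6 in U343 clone 1, CDK6 in U343 clone 4, BUB3 in U251 clone 5 or CENPP in U251 clone 5 past the threshold.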

Other observations

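The pattern in the p53 targets and its tests, the tests on replicate number and on shared controls, the ratio used for the share of cycling cells and the fit with offsets on GC content were chosen only after the result was seen.

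Within groups, the U251 Msi1 KO and control libraries varied along 1 main component, with 67% of the variance within groups. The loadings correlated with GC content across genes (0.787, genes are not independent replicates), which is consistent with a GC content bias between libraries. Offsets for each library's trend on GC content lowered the coefficient of variation from 11.1% to 8.03%. The correlation with total counts was 0.36 over 9 libraries (permutation test, p = 0.384, Spearman 0.6, permutation p = 0.0833), and -0.0234 without the 2 libraries farthest from the median, too few to decide on library size. S phase genes lay at percentile 44.56 and G2/M genes at percentile 1.1 of 10000 random lists, so the 2 lists part, and a share of cycling cells stays open. Libraries of the same replicate number correlated with a median of -0.33, which argues against a batch by number.

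In the 4 clones labelled Msi1 KO the S phase genes stayed lower after the trend on GC content and gene length was removed. Their median nearest 0 among these clones was -0.187. With siE2F2 and siE2F8 the S phase medians moved from -0.192 and -0.232 to -0.163 and -0.150 after this removal. The G2/M medians moved from -0.134 and -0.156 to -0.0936 and -0.0867. Changes as large as those found, placed on genes independently in each clone, gave at most 75 genes lower in all 4 clones in 20 simulations against the same controls, where 325 were found, which argues against shared controls as the whole source. The ratio of the S phase median to the G2/M median was 1.16, 1.4, 0.754 and 0.971 in U251 clones 3 and 5 and U343 clones 1 and 4, at most 1.4, so a lower share of cycling cells may explain the decrease of both lists in the clones labelled Msi1 KO, in which MSI1 mRNA was higher. By flow cytometry of Msi1 KO cells after 24 h without serum, the paper reports fewer cells in S phase and more in G1.

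p53 targets were higher in the U343 clones. In U251 clones 3 and 5 the list had medians of 0.15 and -0.0087 and was not past the threshold by camera (adjusted p = 0.084 and 0.653), but fry called it higher (adjusted p = 1.3e-05 and 0.0016). The median difference between lines was -0.34 (adjusted p = 0.00745, camera, 3.6e-08 with fry and 0.071 with an estimated correlation). The lower U343 median was 0.33 after the trend on GC content and gene length was removed. In U343, 23 of 24 genes were positive in both clones. These values argue against bias and against a few genes as the source in U343. In U251 clones 3 and 5 the medians after this removal were 0.019 and -0.013, so such a bias stays open for the 0.15 of clone 3. No biological explanation was tested.

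The real split gave more genes than any other of the 10 splits for each clone against its control and each siRNA against siControl (1 of 10 as large), the smallest share that 3 against 3 can give. For genes lower in both U251 clones, both U343 clones, all 4 clones, or U251 clones and a knockdown, 1 of 60 splits was as large, and the largest others were 475, 2025, 0 and 0.

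The interferon response genes had medians of -0.063 and -0.27 with the 2 siRNAs (adjusted p = 0.339 and 0.00796, camera). The oligodendrocyte markers had medians of -0.14 and -0.80 in the U343 clones and the neural stem cell markers -0.11 and -0.13 (adjusted p of 0.0427 or less for the latter, camera).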
